# Differential regulation of degradation and immune pathways underlies adaptation of the ectosymbiotic nematode *Laxus oneistus* to oxic-anoxic interfaces

**DOI:** 10.1038/s41598-022-13235-9

**Published:** 2022-06-13

**Authors:** Gabriela F. Paredes, Tobias Viehboeck, Stephanie Markert, Michaela A. Mausz, Yui Sato, Manuel Liebeke, Lena König, Silvia Bulgheresi

**Keywords:** Metabolism, Antimicrobial responses, Bacteria

## Abstract

Eukaryotes may experience oxygen deprivation under both physiological and pathological conditions. Because oxygen shortage leads to a reduction in cellular energy production, all eukaryotes studied so far conserve energy by suppressing their metabolism. However, the molecular physiology of animals that naturally and repeatedly experience anoxia is underexplored. One such animal is the marine nematode *Laxus oneistus*. It thrives, invariably coated by its sulfur-oxidizing symbiont *Candidatus* Thiosymbion oneisti, in anoxic sulfidic or hypoxic sand. Here, transcriptomics and proteomics showed that, whether in anoxia or not, *L. oneistus* mostly expressed genes involved in ubiquitination, energy generation, oxidative stress response, immune response, development, and translation. Importantly, ubiquitination genes were also highly expressed when the nematode was subjected to anoxic sulfidic conditions, together with genes involved in autophagy, detoxification and ribosome biogenesis. We hypothesize that these degradation pathways were induced to recycle damaged cellular components (mitochondria) and misfolded proteins into nutrients. Remarkably, when *L. oneistus* was subjected to anoxic sulfidic conditions, lectin and mucin genes were also upregulated, potentially to promote the attachment of its thiotrophic symbiont. Furthermore, the nematode appeared to survive oxygen deprivation by using an alternative electron carrier (rhodoquinone) and acceptor (fumarate), to rewire the electron transfer chain. On the other hand, under hypoxia, genes involved in costly processes (e.g., amino acid biosynthesis, development, feeding, mating) were upregulated, together with the worm’s Toll-like innate immunity pathway and several immune effectors (e.g., bactericidal/permeability-increasing proteins, fungicides). In conclusion, we hypothesize that, in anoxic sulfidic sand, *L. oneistus* upregulates degradation processes, rewires the oxidative phosphorylation and reinforces its coat of bacterial sulfur-oxidizers. In upper sand layers, instead, it appears to produce broad-range antimicrobials and to exploit oxygen for biosynthesis and development.

## Introduction

Fluctuations that lead to a decrease in oxygen availability are common in nature^1^. The physiological and behavioral response to oxygen deprivation has been studied in animals that naturally experience oxygen deprivation, such as frogs, goldfish, and turtles^1–3^, as well as in invertebrate genetic models^4–6^. When oxygen deprived, these organisms must face the challenge of a drastic drop in the production of the energy-storing metabolite adenosine triphosphate (ATP), which leads to the failure of energy-demanding processes that are crucial for maintaining cellular homeostasis. Anoxia-tolerant organisms, however, are capable of saving energy by stopping energy-costly cellular functions (e.g., protein synthesis, ion pumping, and cell cycle progression), maintaining stable and low permeability of membranes, and producing ATP by anaerobic glycolysis^2,6,7^.

When parasitic and free-living nematodes, including the model organism *Caenorhabditis elegans*, are experimentally exposed to anoxia (< 0.001 kPa O_2_), the intracellular ATP/ADP ratio drops dramatically and, within 10 h, they enter a state of reversible metabolic arrest called *suspended animation*. Once in this state, *C. elegans* stop to eat, move, develop or lay eggs, implying that oxygen deprivation affects their growth and behavior^8–10^. If these effects can be reversed upon oxygen reestablishment, the latter can also provoke a massive and sudden production of reactive oxygen species (ROS) that may overwhelm the organism’s antioxidant defense, and cause its death (reviewed in^1^). Of note, an increase in mitochondrial ROS production was also observed in worms under hypoxia, because of the inefficient transfer of electrons to molecular oxygen^11,12^.

Because oxygen diffuses slowly through aqueous solutions, sharp concentration gradients of this electron acceptor may occur in marine environments and wet soil^13^. It is at oxic-anoxic interfaces of marine sands that free-living nematodes coated with sulfur-oxidizing Gammaproteobacteria (Stilbonematinae) abound^14–17^. However, up to this study, the molecular mechanisms allowing symbiotic nematodes to withstand anoxia, and the inherent stress it is known to inflict upon metazoans, were unknown. Here, we incubated *Laxus oneistus*^18^ in conditions resembling those it encounters in its natural environment (i.e., anoxic sulfidic or hypoxic), and applied comparative transcriptomics, proteomics and lipidomics to understand how it copes with oxygen deprivation. Contrarily to our expectations, in anoxic sulfidic water *Laxus oneistus* did not enter suspended animation. However, it upregulated genes required for ribosome biogenesis and energy generation, and for degradation pathways (e.g., ubiquitination-proteasome systems, autophagy) likely involved in recycling damaged cellular components and misfolded proteins into nutrients. Notably, under anoxic sulfidic conditions, it also upregulated putative symbiont-binding molecules such as lectins. In the presence of oxygen, on the other hand, the worm appeared to overexpress genes involved in energy-demanding processes (e.g., amino acid synthesis, development, feeding, and mating) and upregulated the synthesis of broad-range antimicrobials, likely via triggering the Toll/NF-kB pathway.

## Results and discussion

### The nematode *Laxus oneistus* did not enter suspended animation upon 24 h in anoxia

To survive anoxia, nematodes enter suspended animation to suppress metabolism and conserve energy. The most notorious sign of suspended animation is the arrest of motility^5,10^.

Surprisingly, although the whole population of four tested nematode species, including *C. elegans*, was reported to be in suspended animation upon 10 h in anoxia^10^, *L. oneistus* kept moving not only after 24-h-long incubations, but also upon 6-day-long incubations in anoxic seawater (three batches of 50 worms were incubated under each condition). Additionally, the symbiotic nematodes appeared morphologically normal (Supplemental Movies 1–4).

The fact that we could not observe suspended animation, led us to hypothesize that *L. oneistus* evolved unprecedented strategies to survive oxygen deprivation.

### Stable transcriptional profile under hypoxic or anoxic sulfidic conditions

To understand the molecular mechanisms underlying *L. oneistus* response to oxygen, we subjected it to various oxygen concentrations. Namely, nematode batches were incubated under either normoxic (100% air saturation; O), hypoxic (30% air saturation; H) or anoxic (0% air saturation; A) conditions for 24 h. Additionally, given that *L. oneistus* thrives in reduced sand containing up to 25 µM sulfide^16,17^, we also incubated it in anoxic seawater supplemented with < 25 µM sulfide (anoxic sulfidic condition; AS; see^16^ for the sulfide concentration experienced by *L. oneistus* during each incubation).

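RNA was sequenced from batches of 50 nematodes after 24 h of incubation, with 6 libraries under O, 3 under H, 4 under A (replicates 1, 2, 3 and 5) and 3 under AS. The sample labels give 11 µM sulfide for the AS incubations. The deposited values are the authors' RSEM expected counts for each of 27984 transcripts of their *de novo* transcriptome, without normalization. RSEM divides a read that matches several transcripts among them, so between 35.6% and 47.9% of the values per library had a fractional part other than 0 as the files print them, and all values were rounded before the tests. Between 9032241 and 18627740 reads per library were counted, with medians of 12979467 under O, 14787032 under H, 16470078 under A and 14070860 under AS. Expression levels are given as CPM, which edgeR scales to a common library size after TMM normalization, not divided by transcript length, because lengths were not given in the sources used here. Replicates varied more than counting error, with a chi-square per degree of freedom between 17.51 and 145.8 over 27 pairs of libraries of the same condition. The methods name edgeR, a false discovery rate (FDR) of 0.05 and a 1.5-fold change as limits, and a minimum of 10 reads in at least 3 replicates, but the paper's text does not name the test. Here, edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment was applied with those limits, to A, AS and H in a single fit of 10 libraries and to comparisons with O in a fit of all 16. Standard errors (SE) of log2 fold changes were derived from the F statistics. The libraries also fell into 2 sets that do not follow the incubations. In A replicates 3 and 5 and O replicates 2, 3 and 5, 5499 transcripts with fewer than 10 reads in the 11 other libraries together held between 0.569% and 1.45% of the counts, against at most 0.00453% in each of the 11. Gene names are those of the matches in other species that Data S1 and Data S2 list, so each name is followed by the locus tag, and reads may be shared with near-identical copies. Limits given for counts of 0 cover counting error only.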

Whereas transcriptional differences of the symbiont *Candidatus* Thiosymbion oneisti incubated under normoxic (O) and hypoxic (H) conditions were negligible^16^, the expression profiles of nematode batches incubated under O conditions varied so much that they did not cluster (Fig. S1). Consequently, there was no detectable differential expression between the transcriptomes of O nematodes and any of the other transcriptomes (H, A or AS; Fig. S1B, C). 

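Distances were computed between the 16 libraries from log2 CPM (prior count 2) of the 19093 transcripts with at least 10 reads in 3 replicates of any condition. The mean Euclidean distance of a library to the others of its condition was 173 ± 19.6 (SD, n = 6) under O and 139 ± 40.8 (SD, n = 10) under the other conditions. The difference of 33.2 was within what reshuffling these 16 means gives (two-sided exact permutation test over 8008 splits, p = 0.0863). Distances were not recomputed for the splits, and each distance enters the means of both its libraries. The means are therefore not independent, and the p-values of this test are descriptive only. Only leaving out A replicate 5 gave a p under 0.05 (difference 42.2, same exact test, p = 0.021), and without O replicate 6 the difference was 15.1 (same exact test, p = 0.433). On the 1000 transcripts of highest mean, where distances are smaller (14.2 ± 2.9 under O and 13.6 ± 2.16 under the others), the difference was 0.627 (same exact test, p = 0.632). Of the O libraries, replicate 1 was closest to A replicate 1 (distance 79.6) and replicate 4 to AS replicate 3 (93.9), whereas the 4 others were closest to another O library, replicate 2 to replicate 3 (96.2), replicates 3 and 5 to each other (92.6) and replicate 6 to replicate 4 (158). The first axis of multidimensional scaling carried 51.2% of the variation and separated the 5 libraries with additional transcripts, at 84.5 to 150.6, from the 11 others, at -64.03 to -47.4. The second axis carried 11.1%, with O replicate 6 at 134.2. When distances were taken only between libraries on the same side of that separation, an alternative chosen after seeing the data, the difference between O and the other conditions was 12.1 (two-sided exact permutation test, p = 0.244). The paper attributes the variation under O to an oxygen concentration that the nematode does not naturally experience.

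**Figure D1:**
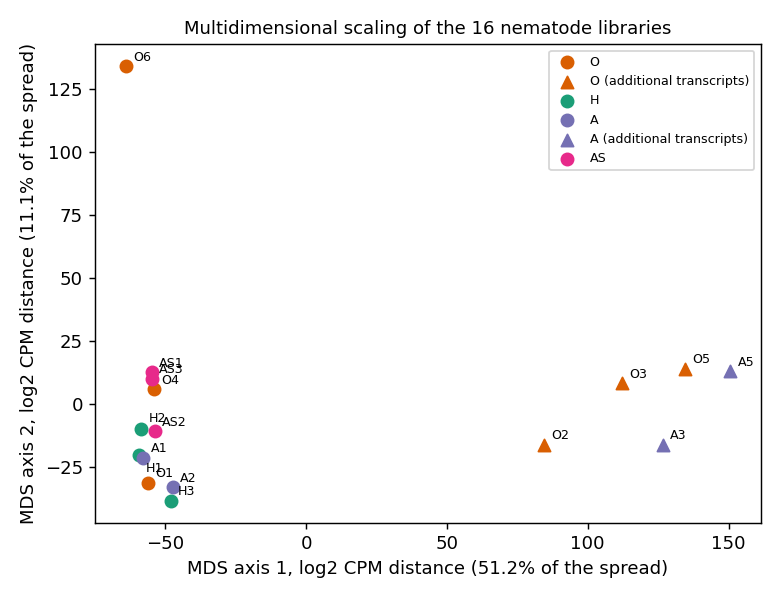
Multidimensional scaling of the 16 libraries, with axis 1 and axis 2 in units of distance in log2 CPM and each point a library of O, H, A or AS. A replicates 3 and 5 and O replicates 2, 3 and 5 sit between 84.5 and 150.6 on axis 1, and the 11 others between -64.03 and -47.4.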

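Between O and H, 0 of 19093 transcripts were past both limits in edgeR's quasi-likelihood test, where 2472 had an unadjusted p under 0.05 and the smallest FDR was 0.215. DESeq2 called 127, edgeR's likelihood ratio test 30 and its exact test 28. Between O and A, 25 transcripts (0.131%) were past the limits, 4 of them higher in O and 21 higher in A, and between O and AS 109 (0.571%), 43 higher in O and 66 higher in AS. Within the 11 libraries without the additional transcripts, a comparison chosen after seeing the data, edgeR's quasi-likelihood test called 0 transcripts between O and A, of which 1042 had an unadjusted p under 0.05, and 11 between O and AS. For O against AS, it called 144 with a batch term for the 5 other libraries and 144 with all libraries but without these transcripts, both also chosen after seeing the data. DESeq2 called 567 there, with the opposite balance (370 higher in O, 197 higher in AS), and edgeR's quasi-likelihood test 13 without AS replicate 3 and 198 without O replicate 6. In simulated counts of these groups, 200 transcripts above the median level were changed. With changes of 1 log2 unit, 61% were recovered for O against H, 70% for O against A and 55% for O against AS. With changes of 2 log2 units, 98.5% were recovered in each comparison. Transcripts below the median level were not changed, so these shares do not cover them.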

We attribute the erratic transcriptional response of *L. oneistus* to normoxia to the fact that this concentration is not naturally experienced by *L. oneistus*^16,17^.

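Between libraries of the same condition, the mean distance was 118 under H (110 to 123 over 3 pairs), 99 under AS (89.7 to 115 over 3 pairs) and 185 under A (115 to 237 over 6 pairs), against 173 under O (92.6 to 251 over 15 pairs). The 4 A libraries lay on both sides of the additional transcripts, with a distance of 115 between replicates 1 and 2 and of 124 between replicates 3 and 5. The coefficient of biological variation that edgeR estimated over all transcripts of a fit was 0.352 within O, 0.325 within H, 0.355 within A and 0.269 within AS. It was 0.324 for the 10 libraries of A, AS and H together and 0.474 for all 16. The fit of all 16 covered 19093 transcripts and the others 17324, so 0.474 is not directly comparable with the other values.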

As for the expression profiles of nematodes subjected to the H, A or AS conditions, replicates of each condition behaved more congruently (Fig. S1B). However, we did not find any significant difference between the A and AS nematodes and only 0.05% of the genes (8 genes; Data S1) were differentially expressed between the H and A nematodes. Moreover, even at the proteome level, there was no significant difference between the H and A incubations (t-test, Benjamini–Hochberg correction, p < 0.05; Fig. S2A, Data S1). 

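Between A and AS, 0 of 17324 transcripts were past the limits in edgeR's quasi-likelihood test, although 2358 had an unadjusted p under 0.05 (smallest FDR 0.0847). DESeq2 called 442, edgeR's likelihood ratio test 341 and its exact test 291 for the same comparison, and leaving out A replicate 5 gave 140. Between A and H, 18 transcripts (0.104%) were past the limits, 7 higher in A and 11 higher in H, with 1411 at an unadjusted p under 0.05. DESeq2 raised this count to 137 and turned the balance round (90 higher in A, 47 higher in H), as did edgeR's likelihood ratio test (88 and 49) and exact test (71 and 46), and 0 were called without H replicate 1, where 1034 had an unadjusted p under 0.05. The *C13A6.1* match (TRINITY_DN104631_c0_g1_i1_9dedup) was called in both H comparisons. It had 45, 176 and 122 reads in the H libraries (7.99 ± 4.13 CPM, SD, n = 3) and 0 in every A, AS and O library. Against the limit of 3 counts over a group, its level was at least 179-fold lower in A (FDR 0.0238) and at least 113-fold lower in AS (FDR 0.0184). The AS call was lost without AS replicate 1, AS replicate 3, H replicate 1 or H replicate 3, with an FDR of up to 0.0933. The A call was lost with no filter (FDR 0.0747) and without A replicate 2 (0.0687), A replicate 3 (0.0544), H replicate 1 (0.0776), H replicate 2 (0.0766) or H replicate 3 (0.104). Simulated changes of 1 log2 unit in transcripts above the median level were recovered for 56.5% between A and H and 60.5% between A and AS.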

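Between AS and H, 343 of the 17324 tested transcripts (1.98%) were past both limits, 160 higher in AS and 183 higher in H. The sizes of these changes were 0.59 or more on the log2 scale, with a median of 1.15, and the smallest FDR was 0.0116. A total of 3591 transcripts had an unadjusted p under 0.05. The count was lowest when single libraries were left out, with 0 transcripts called by edgeR's quasi-likelihood test without AS replicate 1 (2504 at an unadjusted p under 0.05) or AS replicate 3 (2487), 4 without H replicate 1 and 45 without H replicate 3. Other tests of all the libraries gave 1300 calls by DESeq2 (718 higher in AS), 1023 by edgeR's likelihood ratio test and 20 by edgeR's test against a 1.5-fold change. The largest rises among called transcripts with at least 10 reads in every library of the higher group were those of TRINITY_DN88306_c0_g1_i1_4dedup, at 4.2 ± 1.11 CPM in AS and 0.312 ± 0.059 in H (SD, n = 3 each), and TRINITY_DN70670_c0_g1_i1_9dedup, at 7.38 ± 2.71 and 0.804 ± 0.117. Their log2 fold changes were 3.72 (SE 0.823, FDR 0.0432) and 3.18 (SE 0.481, FDR 0.0151), and 9 and 4 of 18 alternatives respectively lost the call. The largest falls were those of TRINITY_DN41100_c0_g1_i1_9dedup, at 12.4 ± 9.7 CPM in H, and TRINITY_DN17260_c0_g1_i1_9dedup, at 9.79 ± 3.04, both with 0 reads in AS. Against 3 counts over the group, they were at least 176-fold (FDR 0.0368) and at least 139-fold (FDR 0.0126) lower in AS, and 6 and 3 of 18 alternatives lost the call. The *acr-16*-like match (TRINITY_DN104911_c0_g1_i1_9dedup), a subunit of an acetylcholine receptor, rose from 0.658 ± 0.377 to 3.05 ± 0.71 CPM in AS, with an FDR of 0.131 (log2 fold change 2.19, SE 0.756), and only DESeq2 called it (FDR 0.0493). In simulated counts, 39.5% of changes of 1 log2 unit and 99.5% of changes of 2 units were recovered, in transcripts above the median level only.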

Finally, only the comparison of the AS and H transcriptomes resulted in 4.8% of the expressed genes (787 out of 16,526) being differentially expressed, with 434 genes being upregulated under the AS condition and 353 being upregulated under the H condition (Fig. S1C, Data S1).

Collectively, our data suggests that *L. oneistus* may be ill-equipped to handle normoxic sediment, but it maintains a largely stable physiological profile under all other conditions. 

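Of the 343 transcripts called between AS and H, 95.9% changed in the same direction between A and H, with a Spearman correlation across these genes of 0.879. Genes are not independent replicates, and both comparisons use the same H libraries. In 20 simulations of unchanged groups, as many transcripts of smallest p gave 98% (95.6 to 99.4) in the same direction and a correlation of 0.927 (0.908 to 0.947). The share was within the range of the simulations and the correlation below it. Over all tested transcripts, 72.2% changed in the same direction, above the 69.4% to 70.7% of the simulations, while the Spearman correlation across them, 0.531, was within the 0.525 to 0.547 of the simulations. Leaving out each replicate in turn kept it between 87% and 100%, apart from AS replicates 1 and 3, without which there were no called transcripts to compare. From its data as a whole, the paper proposes that the nematode may be poorly equipped for normoxic sediment but keeps a largely stable profile under the other conditions.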

Before discussing the subset of biological processes differentially upregulated in AS versus H nematodes and vice versa, we will present the physiological processes the worm appears to mostly engage with, irrespective of the environmental conditions we experimentally subjected it to.

### Top-expressed transcripts under all tested conditions

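Ranked by mean log2 CPM over the 16 libraries, 58 of the 100 gene transcripts of Data S2 were among the 100 highest, 77 among the highest 200 and 96 among the highest 500, with the lowest at rank 1659. The overlap stayed between 56 and 59 under every alternative that was run. The Spearman correlation of the paper's log2TPM with log2 CPM across the 100 genes was 0.561, and the TPM also take the transcript length into account. Between 14.57% and 19.31% of the counts of a library fell on these 100 transcripts. The highest level was that of an *nduo-4*-like transcript (TRINITY_DN93105_c1_g2_i1_9dedup), at 11600 ± 4060 CPM (SD, n = 16). A transcript without similarity in Data S2 (TRINITY_DN95867_c2_g1_i1_9dedup) ranked next, at 8960 ± 3250 CPM, and took 1.75% of the counts in O replicate 1 against 0.53% to 0.858% in the other O libraries.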

To gain insights on *L. oneistus* basal physiology, we treated all 16 transcriptomes as biological replicates (i.e., O, H, A and AS transcriptomes were pooled) and identified the 100 most abundant transcripts out of 16,526 based on functional categories extracted from the UniProt database^19^ and comprehensive literature search (Fig. 1, Data S2). Our manual classification was supported by automatic eggNOG classification (Data S2). Similarly, the H and A proteomes were pooled, and the 100 most abundant proteins out of 2,626 were detected (Fig. S2).

**Figure 1:**
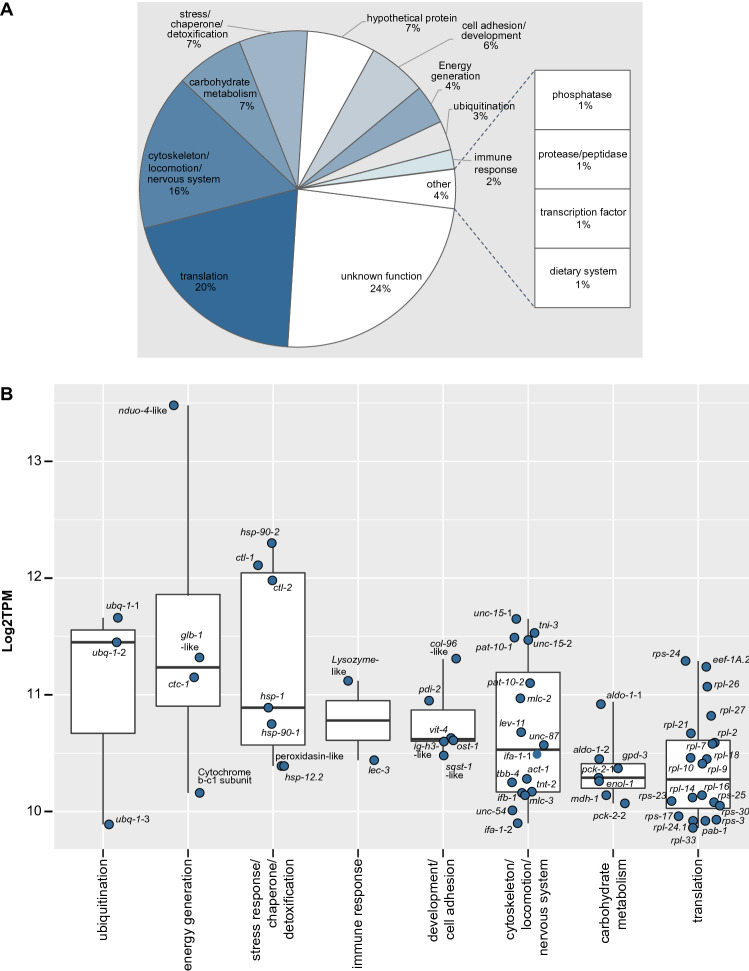
Relative transcript abundance and expression levels of the top 100 expressed genes of *L. oneistus* across all conditions.** (A**) Relative transcript abundance (%) of the top 100 expressed genes with a manually curated functional category. The top 100 expressed genes were collected by averaging the expression values (log_2_TPM) across all replicates of all incubations (Fig. S1A, Data S1, and S2). Functional classifications were extracted from UniProt and from comprehensive literature search focused mainly on *C. elegans,* and confirmed with the automatically annotated eggNOG classification (Data S1). (**B**) Median gene expression levels of selected *L. oneistus* manually annotated functional categories of the top 100 expressed genes. Metabolic processes include both differentially and constitutively expressed genes. Each dot represents the average log_2_TPM value per gene across all replicates of all incubations. All gene names (or locus tags for unidentified gene names) are listed in Data S2.

Based on median gene expression values of the top 100 expressed genes, we found that some of the processes *L. oneistus* mostly engages with were ubiquitination (*ubq-1*^20^), energy generation (e.g., globin *glb-1*-like^21^), cytochrome c oxidase I subunit *ctc-1* (UniProtKB P24893), *nduo-4*-like (UniProtKB P24892), stress response and detoxification (e.g., *hsp-1*, *hsp-90*, *hsp12.2*, and catalases *ctl-1* and *ctl-2*^22,23^), and immune defense (lysozyme-like proteins and *lec-3*) (Fig. 1, Data S2).

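Among the categories of Data S2 with a named function, ubiquitination had the highest median log2 CPM of its members, at 11.10 (3 genes). Development at 11.00 (6 genes), the cytoskeleton at 10.90 (16) and stress response at 10.70 (7) followed. Carbohydrate metabolism was at 10.50 (7), energy generation at 10.00 (4) and immune response at 9.46 (2). Of the categories without a named function, other was at 10.9 (4), unknown function at 9.4 (24) and hypothetical proteins at 8.66 (7). Translation, with 20 genes, had a median of 9.15. Levels varied within a category, as among the energy generation genes, where *glb-1*-like was at 1350 ± 285 CPM and *ctc-1* at 862 ± 218 (SD over the 16 libraries, here and for the following genes). The stress response genes *hsp-90-2*, *ctl-2* and *hsp-1* were at 6150 ± 1280, 3510 ± 731 and 2770 ± 824 CPM, and *hsp-90-1*, *ctl-1* and *hsp-12.2* at 1590 ± 291, 674 ± 182 and 653 ± 247. Of the immune response genes, *lec-3* was at 1010 ± 155 CPM and the transcript for lysozyme-like protein 5 at 564 ± 308.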

Lastly, 48 out of the top 100 most expressed genes, were also detected among the top 100 proteins (Fig. 1, Fig. S2, and Data S2, Supplemental material). Despite the modest Spearman correlation between transcript and protein levels (ρ = 0.4, *p*-value < 0.01) (Fig. S3A), there was an overlap in the detected biological processes (e.g., energy generation, stress response or detoxification categories, carbohydrate metabolism, cytoskeleton, locomotion, nervous system) (Figs. S2, S3B). All in all, except for those encoding for immune effectors, top-transcribed *L. oneistus* genes could not be unambiguously ascribed to its symbiotic lifestyle. This differs to what has been observed for other chemosynthetic hosts, such as giant tubeworms and clams. It is perhaps because these animals acquire their endosymbionts horizontally and feed on them (as they are housed intracellularly) that they abundantly express genes involved in symbiont acquisition, proliferation control and digestion^24–26^. Notably, we did observe a partial overlap of the most expressed gene categories (e.g., oxidative stress, energy generation, immune response), when *L. oneistus* was compared to the marine gutless annelid *Olavius* a*lgarvensis*. We ascribe the overlap to the fact that, albeit endosymbiotic, *O.* a*lgarvensis* also inhabits shallow water sand (Fig. S4, Supplemental material) and, as hypothesized for *L. oneistus*, it may also acquire its symbionts vertically^27–29^.

To conclude, although both symbiont^16^ and host transcriptomics do not suggest a high degree of inter-partner metabolic dependence in the *L. oneistus* ectosymbiosis, the nematode seems well-adapted to both anoxic sulfidic (AS) and hypoxic (H) sand (Fig. 2, Data S1). 

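The functional categories that Data S2 assigns to the 100 most expressed genes were compared between AS and H as sets, which were chosen on the mean over all samples and not on this difference. With limma's camera test at its preset correlation between genes of 0.01, 2 of 9 categories passed an FDR of 0.05, both towards AS. They were translation (20 genes, FDR 0.00199, mean and median log2 fold change 0.38 and 0.46) and hypothetical proteins (7 genes, FDR 0.043, mean 0.56 and median 0.49). With the correlation estimated from the data, the FDR was 0.639 and 0.289, and with limma's fry test 0.293 and 0.0521, so neither call held. The categories stress response (FDR 0.205), ubiquitination (0.241), carbohydrate metabolism (0.268), energy generation (0.268), cytoskeleton (0.289) and unknown function (0.535) did not pass with camera. Data S1 (first 1129 of 27984 transcripts used) or Data S2 give 29 loci for genes that the paper places higher in AS or H. Of these, 28 changed in the paper's direction. Each locus was given the direction of its gene name, and 8 of them are *unc-54*. Copies may share reads, so the loci are not 29 separate genes. Of these loci, 3 were past the limits over all transcripts and 16 passed the FDR adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples.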

The transcriptional response of the worm to these two conditions is, however, significant (Fig. 2, Data S1), and it will be reported below.

**Figure 2:**
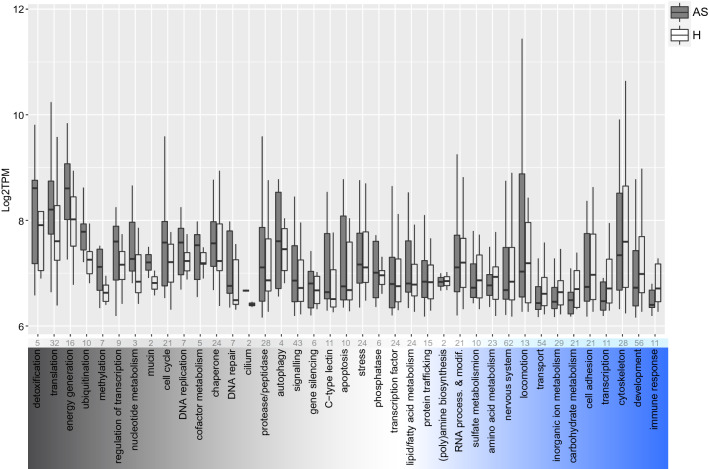
Median gene expression levels of selected *L. oneistus* metabolic processes among the differentially expressed genes between the hypoxic (H) and anoxic sulfidic (AS) conditions after 24 h. Individual processes among the differentially expressed genes are ordered according to their difference in median expression between the AS and H incubations. Namely, detoxification (far left) had the largest difference in median expression in the AS condition, whereas immune response (far right) had the largest median expression difference in the H condition. The absolute number of genes are indicated at the top of each process. Metabolic processes were manually assigned and confirmed with the automatic annotated eggNOG classification. For specific gene assignments see Data S1. Some genes are present in more than one functional category and processes comprising only one gene are not displayed in the figure but listed in Data S1.

### Genes upregulated in anoxic sulfidic (AS) nematodes

#### Chaperones and detoxification

The expression of chaperone-encoding (e.g., *hsp12.2*, *grpE*, *dnaJ/dnj-2*, *pfd-1*, *pfd-6*^30–32^) and ROS-detoxification-related genes (e.g., superoxide dismutase *sod-2* and a putative glutathione peroxidase, involved in the detoxification of superoxide byproducts and hydrogen peroxide, respectively^33^) were higher in AS nematodes (Figs. 2 and 3). 

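The small heat shock protein gene *hsp-12.2* (TRINITY_DN84921_c0_g1_i2_9dedup) was at 977 ± 190 CPM in AS, 488 ± 118 in H, 635 ± 258 in A and 575 ± 173 in O (SD, n = 3, 3, 4 and 6). All 3 AS libraries were above all 3 H libraries. Its log2 fold change between AS and H was 1.00 (SE 0.303), with an edgeR FDR of 0.0967 over all transcripts. Adjusted over the paper's list alone, the FDR was 0.0217, which is not independent evidence, as that list was chosen on these samples. Leaving out a replicate kept the change between 0.83 and 1.20, and 5 of 19 alternatives called it. The 6 other stress response genes of the top 100 were lower in AS, and the median log2 fold change of all 7 was -0.27.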

Notably, transcripts encoding for the heme-binding cytochrome P450 *cyp*-13B1 were also more abundant in AS (Fig. 3), perhaps to increase the worm’s capacity to cope with putative ROS formation^34^. Indeed, as cells start being oxygen-depleted, mitochondrial ROS accumulate because of the inefficient transfer of electrons to molecular oxygen^11,12^. Alternatively, the upregulation of antioxidant-related genes in AS worms could represent an anticipation response to an imminent reoxygenation. In animals alternating between anoxic and oxygenated habitats, the re-exposure to oxygen can be very dangerous, as it creates a sudden ROS overproduction that may overwhelm the oxidative defense mechanisms^1^. Although it has not been reported for nematodes, overexpression of ROS-counteracting genes is consistent with what has been reported for vertebrates and marine gastropods which, just like *L. oneistus*, alternate between oxygen-depletion and reoxygenation^1^.

**Figure 3:**
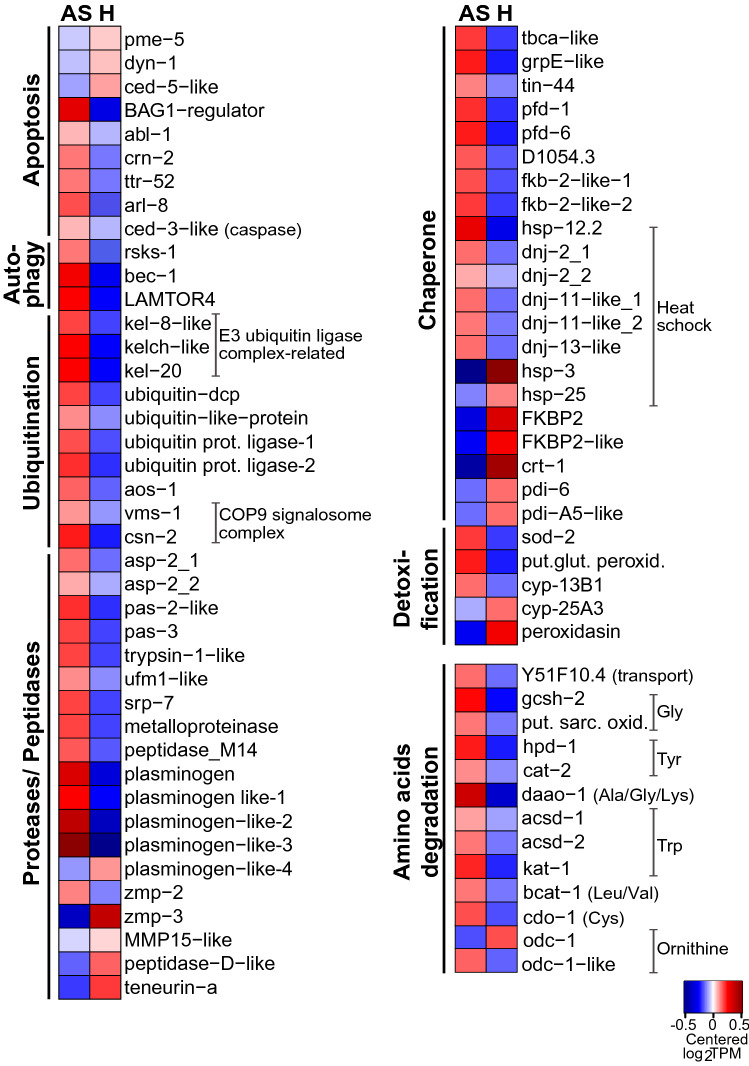
Genes involved in detoxification, ubiquitin–proteasome, autophagy, apoptosis, and amino acids degradation were predominantly expressed in AS worms. Heatmap displaying genes upregulated in AS (anoxic sulfidic) relative to H (hypoxic) worms after 24 h-long incubations under one of the two conditions (1.5-fold change, FDR ≤ 0.05). Expression levels are displayed as mean-centered log_2_TPM value (transcripts per kilobase million). Genes are ordered by function in their respective metabolic pathways. For each process, the minority of genes that were upregulated in H worms is shown in Data S1. Red denotes upregulation, and blue downregulation. Prot. protein, COP9: Constitutive photomorphogenesis 9. dcp: domain-containing proteins; Put. glut. peroxid.: putative glutamate peroxidase; Put. sarc. oxid.: putative sarcosine oxidase.

#### Mitochondrial and cytoplasmic ribosome biogenesis

In the cellular stress imposed by oxygen deprivation, mitochondria are central to both death and survival (reviewed in^7^). In this scenario, calcium regulation, the scavenging of ROS or the suppression of their production, and/or inhibition of the mitochondrial permeability transition pore (MPTP) opening, might help to preserve mitochondrial function and integrity^7,35^. In addition, removal of specific mitochondrial components (mitochondrial-associated protein degradation, MAD), might also arise to maintain the overall mitochondrial homeostasis^36^. Perhaps as a response to anoxia-induced stress (reviewed in^7^), a gene involved in MAD (*vms-*1)^36^ was upregulated in AS worms (Fig. 4). More abundant in this condition were also transcripts encoding for mitochondrial transmembrane transporters *tin-44*, *slc-25A26* and *C16C10.1* (UniProtKB O02161, Q18934, Q09461), putatively transporting peptide-containing proteins from the inner membrane into the mitochondrial matrix, such as S-Adenosyl methionine (Fig. 6). 

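Of the 18 genes for cytoplasmic ribosomal proteins among the top 100, 17 were higher in AS than in H under each of the scalings tried, with a median log2 fold change of 0.48 (-0.21 to 1.06). The median was lowest without AS replicate 1, at 0.35, and highest without AS replicate 2, at 0.65. The match of *rps-24* (TRINITY_DN84827_c0_g2_i1_9dedup) was at 1320 ± 430 CPM in AS and 683 ± 77.1 in H (SD, n = 3 each), a log2 fold change of 0.95 (SE 0.297, FDR 0.105, or 0.0231 adjusted over the list alone). The list was chosen on these samples, so its adjustment is not independent evidence. For *rpl-27* (TRINITY_DN44548_c0_g1_i4_4dedup) the levels were 971 ± 279 and 466 ± 36.2 CPM, and its log2 fold change of 1.06 (SE 0.267, FDR 0.0601) was called by 9 of 19 alternatives. For *rpl-33* (TRINITY_DN44597_c0_g1_i2_4dedup) they were 471 ± 108 and 273 ± 39.4 CPM (log2 fold change 0.78, SE 0.25, FDR 0.109). Both loci that match the elongation factor *eef-1A.2* were lower in AS, the first (TRINITY_DN53482_c0_g1_i2_4dedup) at 1980 ± 184 CPM against 2870 ± 552 in H (log2 fold change -0.54, SE 0.187, FDR 0.135). The second (TRINITY_DN10043_c0_g1_i1_4dedup), at 146 ± 16.5 against 237 ± 34.3 CPM, was past the limits (log2 fold change -0.70, SE 0.162, FDR 0.0485), but 9 of 19 alternatives lost the call, among them leaving out any of the AS replicates 1 and 3 or the H replicates, with an FDR of up to 0.199 there.

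**Figure D2:**
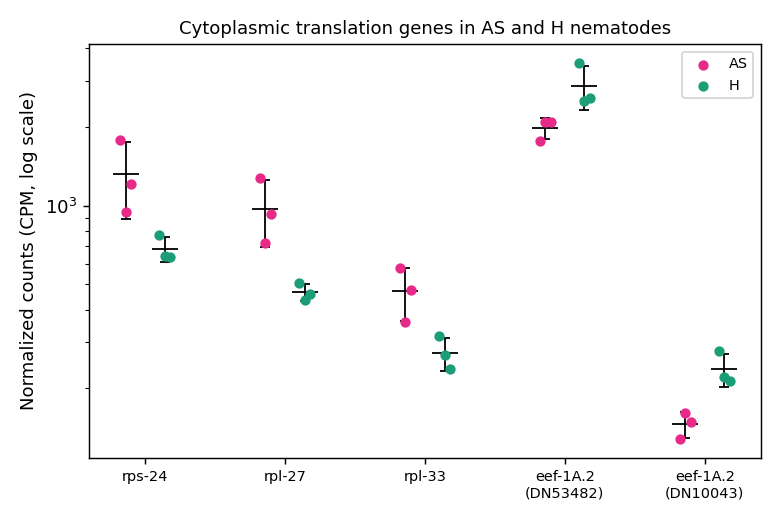
CPM of 5 translation-related loci in AS and H on a log axis, with a point per library and bars for the mean ± SD (n = 3 each). The *rps-24*, *rpl-27* and *rpl-33* means are higher in AS, and those of both *eef-1A.2* loci are higher in H.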

Surprisingly, although the translation elongation factor *eef-1A.2*^37^ was downregulated in AS worms, not only various mitochondrial ribosome structural components (28S: *mrps*, 39S: *mrpl*)^38^, and mitochondrial translation-related genes (e.g., *C24D10.6* and *W03F8.3)*^39^ were upregulated in AS nematodes, but also several cytoplasmic ribosome biogenesis (40S: *rps*, 60S: *rpl*)^40^ and subunit assembly genes (e.g., RRP7A−like)^41^ (Fig. 4).

**Figure 4:**
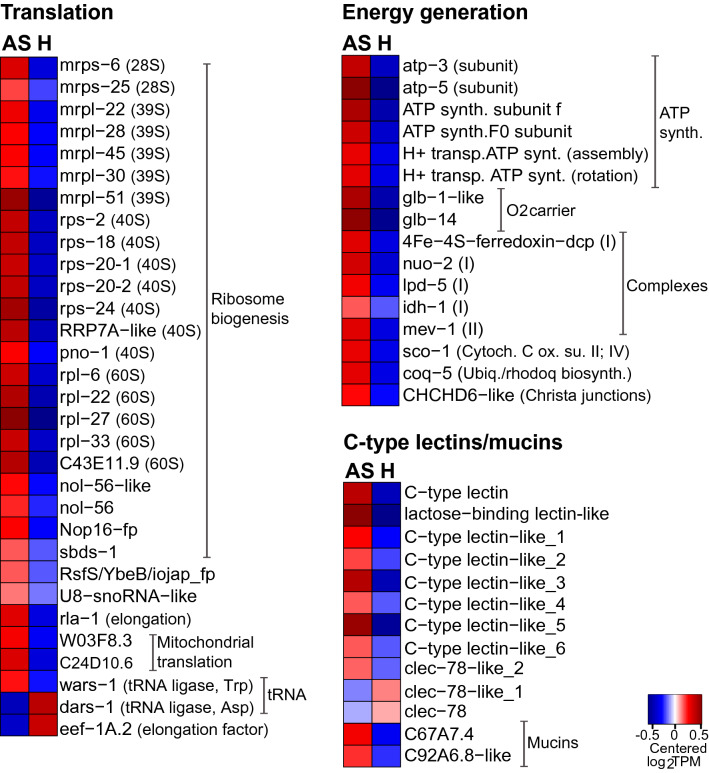
Genes involved in translation and energy generation and genes encoding for C-type lectins and mucins were predominantly expressed in AS worms. Heatmap displaying genes upregulated in AS (anoxic sulfidic) relative to H (hypoxic) worms, upon 24 h-long incubations under one of the two conditions (1.5-fold change, FDR ≤ 0.05). Expression levels are displayed as mean-centered log_2_TPM values (transcripts per kilobase million). Genes are ordered by function in their respective metabolic pathways. For each process, the minority of genes that were upregulated in H worms is shown in Data S1. Red denotes upregulation, and blue downregulation. Fp, family-containing protein; Cytoch. C ox. su. II: cytochrome c oxidase subunit II; Ubiq./rhodoq biosynth.: Ubiquinone or rhodoquinone biosynthesis.

Taken together, the maintenance of mitochondrial homeostasis, an anticipatory response to a potential upcoming ROS insult (see “Chaperones and detoxification” section) and/or their involvement in extra-ribosomal functions^42,43^ might explain the upregulation of ribosomal biogenesis-related genes in AS nematodes. Although upregulation of ribosomal proteins has also been observed in gastropods exposed to anoxia^44^, increased ribosomal biogenesis (which oftentimes directly correlates with an increase in protein synthesis) is not expected in animals that must repress their metabolism to cope with oxygen deprivation^3^.

#### Energy generation

Equally surprising was the upregulation of all differentially expressed genes related to energy generation in AS nematodes (Fig. 4). Namely, besides putative oxygen-binding globulin-like genes (e.g., *glb-1*, *glb-14*)^21^, the following were upregulated in AS nematodes: key structural genes (e.g., *atp-3*, *atp-5*)^45^, assembly-related genes (H^+^-transport ATP synthase)^46^ of the mitochondrial ATP synthase (complex V), genes related to complex I (*lpd-5*, *nuo-2*)^47,48^, a subunit of the succinate dehydrogenase involved in complex II (*mev-1*)^49^, a mitochondrial cytochrome c oxidase subunit II assembly gene related to complex IV (*sco-1*)^50^, and a mitochondrial gene (*coq-5*), involved in the synthesis of either ubiquinone (Q, aerobic) or rhodoquinone (RQ, anaerobic) electron carriers^51^ (Fig. 4). This suggests that, under anoxia, the electron transfer chain (ETC) is rewired: the electrons still enter the ETC at complex I, but do not reach complex III and IV. Instead, complex II, which in aerobic conditions functions as a succinate dehydrogenase, is repurposed into a reductase, which shuttles electron from the electron donor rhodoquinone to the electron acceptor fumarate. This mechanism would maintain the flow of electrons through the ETC, and it would prevent mitochondrial ATP generation (complex V) from shutting down^51,52^.

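The *glb-14*-like transcript (TRINITY_DN89314_c0_g1_i2_9dedup) was at 491 ± 146 CPM in AS and 230 ± 42.8 in H (SD, n = 3 each), with a log2 fold change of 1.09 (SE 0.298) and an edgeR FDR of 0.0765. Of 19 alternatives, 7 called it, among them the fit without AS replicate 2 (FDR 0.0428). A *glb-1*-like transcript listed among the top proteins (TRINITY_DN51537_c0_g1_i1_4dedup) rose from 294 ± 48.9 to 576 ± 176 CPM in AS (log2 fold change 0.97, SE 0.313, FDR 0.112), and 5 of 19 alternatives called it. Adjusted over the list alone, the FDR of these transcripts was 0.0162 and 0.0231, which is not independent evidence, as the list was chosen on these samples. The more abundant *glb-1*-like transcript (TRINITY_DN84338_c0_g1_i3_9dedup), at 1490 ± 345 CPM in AS and 1120 ± 107 in H, had a smaller change (log2 0.41, SE 0.198, FDR 0.264), and its AS and H libraries overlapped.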

In short, under AS, similarly to what has been observed in other free-living and parasitic nematodes, complex I appears to be the sole proton pump in this truncated form of ETC^51,52^. In accordance with this hypothesis, tryptophan (Trp) degradation-related genes (*acsd-1*, *acsd-2*) and the Trp RNA ligase (*wars-1*)^53^ that might be required to synthesize RQ^51,52^ were upregulated under AS. Intriguingly, an isocitrate dehydrogenase gene (*idh-1*) was also upregulated. This produces reducing equivalent (NADPH) carrying electrons that may fuel complex I^54^, but it might also add to the stimulation of the antioxidant capacity or to the maintenance of redox homeostasis by regenerating reduced glutathione^1,55^.

If glycolysis is a key process for ATP generation in anoxia^3^ and if, consistently, *hxk-2* was upregulated under this condition (Fig. 6), based on the expression levels of transcripts encoding for alpha-amylases (see “Carbohydrate metabolism” in Fig. 6), starch and/or glycogen^56^ may be the prominent carbon sources under anoxic sulfidic conditions.

#### Ubiquitin–proteasome system and proteases

Proteolysis supplies amino acids or polypeptides to the cells, while impeding the accumulation of damaged or misfolded proteins. The two main mechanisms of cellular proteolysis are the lysosome-mediated intracellular protein degradation (autophagy) and the proteasome-mediated protein degradation (ubiquitin–proteasome system, UPS). In the latter, ubiquitin-protein ligases covalently attach ubiquitin to proteins, allowing their recognition and further degradation by the proteasome^57^.

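Data S2 lists 3 polyubiquitin transcripts, which were at 2490 ± 339, 2170 ± 282 and 636 ± 111 CPM over the 16 libraries, at ranks 16, 24 and 129 of all transcripts. Between AS and H their log2 fold changes were -0.24, -0.23 and -0.24, with an edgeR FDR of 0.471, 0.478 and 0.553, and the first stayed between -0.34 and -0.11 in all alternatives. The 3 values do not count as independent where reads of this repeated gene match several of its copies.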

As shown in Fig. 1, transcripts encoding for polyubiquitin (*ubq-1*), had the highest median gene expression across all transcriptomes. However, all ubiquitination-related genes detected in the differential gene expression analysis between the AS and H conditions, were upregulated in AS worms (Fig. 2 and 3, Data S1). For example, *aos-1,* encoding for a subunit of the ubiquitin-activating enzyme (E1)^58^, two ubiquitin-protein ligases (E3s without detected cullin domains)^57^, and kelch-like genes (e.g., *kel-8*-like and *kel-20*). The former are BTB-domain containing proteins known to interact with E3 enzymes, with *kel-8* being involved in the degradation of glutamate neuroreceptors^59^. Additional ubiquitination-related genes upregulated in AS were *csn-2*, encoding for a component of the COP9 signalosome complex^60^, and proteasome genes (*pas-2* and *pas-3*)^57^.

Among the proteases that were upregulated in AS worms, aspartyl proteases have been involved in neurodegeneration^61^, whereas plasminogen and the zinc matrix metalloproteinase ZMP-2 were both reported to mediate degradation of extracellular matrix (ECM)^62^ (Fig. 3). 

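Fig. 3 shows several plasminogen-like copies that change in both directions, and the values here are for a single copy. This plasminogen-like transcript (TRINITY_DN88745_c0_g1_i1_9dedup) was at 499 ± 77.8 CPM in AS and 182 ± 52.4 in H (SD, n = 3 each). It was past the limits (log2 fold change 1.45, SE 0.21, edgeR FDR 0.0129). The size of its change stayed between 1.32 and 1.74 in 19 alternatives, but the call was lost without AS replicate 1 (FDR 0.0685), without AS replicate 3 (0.0831) and with edgeR's test against a 1.5-fold change (0.0754).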

*C. elegans* ZMP-2 was also shown to prevent the accumulation of oxidized lipoproteins^62^, and therefore, it may contribute to the enhanced antioxidant response observed in this condition.

#### Autophagy and amino acid degradation

Besides acting coordinately to withstand stress, autophagy cooperates with apoptotic UPS for the recovery and supply of nutrients when these are scarce (reviewed in^63,64^). Transcripts of two autophagy-related genes, *bec-1*^65^ and the Ragulator complex protein LAMTOR4 (C7orf59-like)^66^ were more abundant in AS nematodes (Fig. 3). While the former positively regulates autophagy^65^, the latter interacts with the mTOR Complex I (mTORC1), and tethers small GTPases (Rags and Rheb) to the lysosomal surface^66^. When amino acid levels are low, mTORC1 is not translocated to the lysosomal surface^66^, thereby favoring catabolic processes such as autophagy^67^. We propose that amino acid scarcity might result from the upregulation of genes involved in the degradation of lysin, glycin, tyrosin, cystein, leucin, isoleucin, valin or tryptophan (Fig. 3, Data S1). This would decrease mTORC1 activity and, in turn, stimulates nutrient recycling via autophagy in AS worms.

Conversely, we hypothesize that in H worms, active mTORC1 interacts with the ribosomal protein S6 kinase (S6K), encoded by the *rsks-1* gene which is also up in H worms^68^ (Fig. 3). This direct interaction, upon a cascade of phosphorylation events, would stimulate translation, and ultimately cell growth and proliferation^68,69^.

All in all, although it is currently unclear whether increased autophagy is beneficial or detrimental, under AS conditions, the upregulation of genes involved in self-digestion might play a protective role and foster recovery from starvation^67^, pathogens^70^ or from neuronal and muscular degeneration induced by oxygen deprivation^35^.

#### Lectins and mucins

Given that symbiont attachment may be mediated by Ca^2+^-dependent lectins^71–73^ and that, under anoxia, the symbiont appeared to proliferate more^16^, we expected nematode C-type lectins to be upregulated under this condition. Indeed, nine C-type lectin domain (CTLD)-containing proteins were upregulated in AS *L. oneistus* adults and only two (*clec-78* and *clec-78*-like-2) were upregulated in the presence of oxygen (Fig. 4). In addition to CTLD-containing proteins, mucins, a class of glycoproteins with more than 50% of its mass attributable to O-glycans, were also upregulated in AS nematodes. Considering that mucin glycans are used by vertebrate gut commensals for attachment, as well as being a source of nutrients^74^, it is conceivable that their upregulation in anoxia (Fig. 4), together with that of CTLD-containing proteins, would foster symbiont attachment.

We hypothesize that overexpression of two classes of putative symbiont-binding molecules, lectins and mucins, under conditions favoring symbiont proliferation (i.e., AS conditions)^16^, may mediate bacterial coat reinforcement.

#### Apoptosis

Mitochondria play an important role in apoptosis induction^54^. Indeed, MPTP opening due to ROS (or the severe ATP decline imposed by the absence of oxygen) may cause cytochrome c release from mitochondria and this, in turn, triggers caspase activation^7^. We observed that transcripts encoding for *sco-1*, a gene needed for the synthesis and assembly of mitochondrial cytochrome c^50^, were more abundant in AS worms (Fig. 4). Further, we observed upregulation of Caspase-3 (*ced-3*) which belongs to a family of cysteine proteases involved in apoptosis and which is activated upon mitochondrial cytochrome c release into the cytosol^54,75^. Additional apoptosis-related genes that appeared to be upregulated in AS worms were: *bec-1* (Fig. 3), a gene that promotes autophagy and fine-tunes the Ced-3-mediated apoptosis^65^; *ttr-52*, which mediates apoptotic cell recognition prior to engulfment^76^; a BAG family molecular chaperone regulator 1 (BAG1-regulator); a celldeath-related nuclease *crn−2*^77^ and phagolysosome forming *arl-8*^78^, and a tyrosine-protein kinase (*abl-1*) that modulates apoptotic engulfment pathways^79^.

#### Lipid catabolism

Genes involved in lipid metabolism were similarly expressed between the AS and H conditions (Fig. 2, Data S1). In accordance, lipidomes of nematodes incubated in the presence or absence of oxygen were not significantly different (Fig. S5, Supplemental material). However, in line with the overall upregulation of degradation pathways, we observed upregulation of genes involved in fatty acid beta-oxidation (*kat-1*)^80^, in lipid digestion (the lipase *lipl-6*; UniProtKB E2S7J2), and lipid degradation (a peripilin-2-like protein)^81^. Moreover, a gene that might be involved in oxidative stress tolerance (a stearic acid desaturase *fat-7* regulating the first step of the fatty acid desaturation pathway^82^ was also upregulated in AS worms. Lipid degradation under anoxia might be a strategy to overcome starvation^83^.

Notably, we also observed an upregulation of two genes involved in phosphatidylcholine (PC) synthesis (*pmt-1*, *pmt-2*)^84^ (Fig. 5). Intriguingly, PC was more abundant in the anoxic symbiont^16^, although the latter cannot synthetize it. Thus, their upregulation in AS worms suggests worm-to-symbiont lipid transfer.

**Figure 5:**
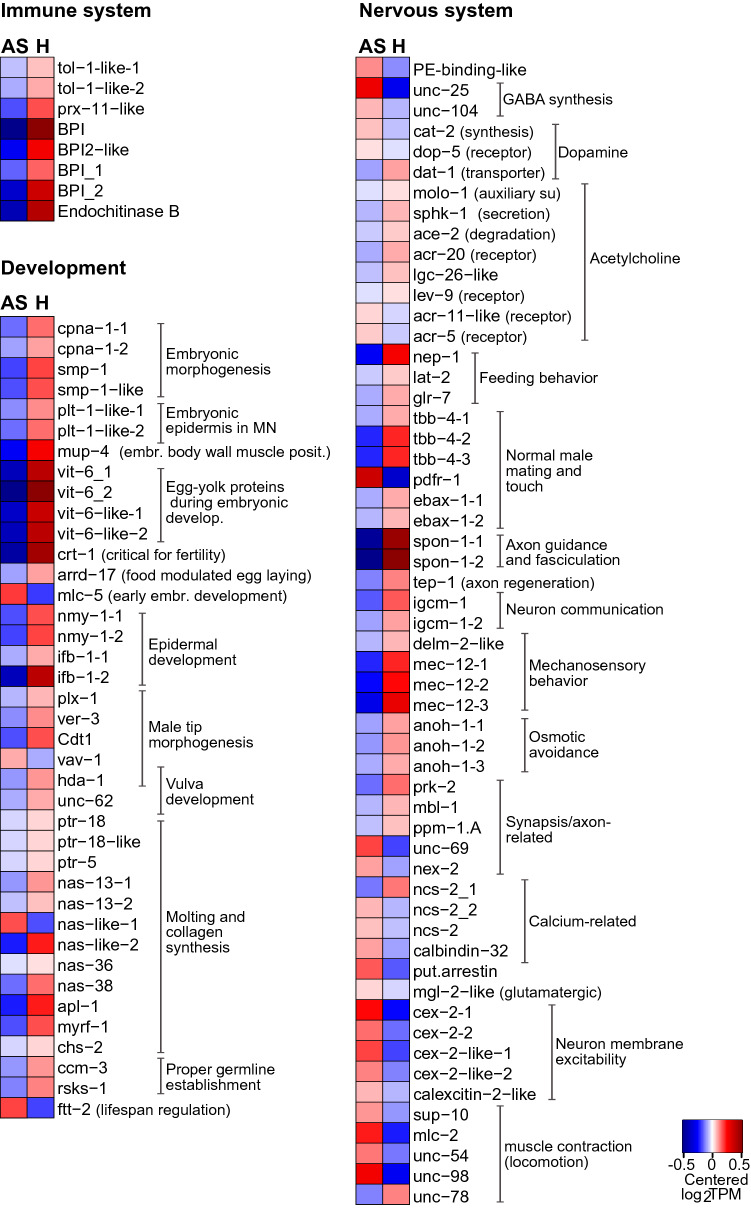
Genes involved in immune response, development and nervous system were predominantly expressed in hypoxic (H) worms. Heatmap displaying genes upregulated in H relative to AS worms, upon 24 h-long incubations under one of the two conditions (1.5-fold change, FDR ≤ 0.05). Expression levels are displayed as mean-centered log_2_TPM value (transcripts per kilobase million). Genes are ordered by function in their respective metabolic pathways. For each process, the minority of genes that were upregulated in AS worms is shown in Data S1. Red denotes upregulation and blue downregulation. MN, mechanosensory neurons; Embr. body wall muscle posit.: Embryonic body wall muscle positioning; Put.; putative.

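The 14-3-3 protein gene *ftt-2* (TRINITY_DN94083_c0_g1_i5_9dedup) was at 802 ± 63.8 CPM in AS and 848 ± 143 in H (SD, n = 3 each), a log2 fold change of -0.08 (SE 0.161, edgeR FDR 0.825) that was smaller than the spread between replicates. Its sign changed without AS replicate 1 (0.01) and without H replicate 1 (0.08). Of the 8 loci that match the myosin gene *unc-54*, all were higher in AS, with log2 fold changes of 0.28 to 0.72, and edgeR's quasi-likelihood test called none of these loci.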

#### GABA- and glutamate-mediated neurotransmission

Upregulated genes related to GABA synthesis were *unc-25*, *unc-104* and *pdxk-1* (pyridoxal phosphate hexokinase)^85–87^ (Fig. 5, Data S1). Consistent with an expected increase in glutamate requirement as a direct GABA precursor^88^, we observed downregulation of two glutamine synthetases and a delta-1-pyrroline-5-carboxylate synthase (*gln-3* and *alh-13* respectively*;* Fig. 6)^89,90^, known to convert glutamate to glutamine or to proline, respectively. Furthermore, an *mgl-2*-like gene encoding for a glutamate receptor, which is activated in the presence of glutamate^91^, was up in AS worms. Note that, when oxygen is limited, glutamate may act as a neurotoxic amino acid^92^. Therefore, increased GABA biosynthesis might, beneficially, prevent its accumulation^93^.

**Figure 6:**
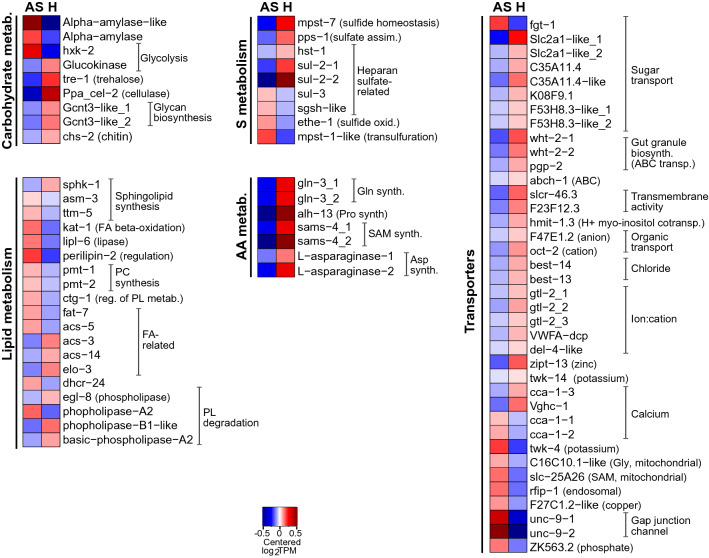
Genes involved in carbohydrate, lipid- and sulfur-metabolism, amino acids biosynthesis, and transport were predominantly expressed in hypoxic (H) worms. Heatmap displaying genes upregulated in H relative to AS worms, upon 24 h-long incubations under one of the two conditions (1.5-fold change, FDR ≤ 0.05). Expression levels are displayed as mean-centered log_2_TPM values (transcripts per kilobase million). Genes are ordered by function in their respective metabolic pathways. For each process, the minority of genes that were upregulated in AS worms is shown in Data S1. Red denotes upregulation, and blue downregulation. FA, fatty acids; PC phosphatidylcholine; PL, phospholipids; metab: metabolism; synth: synthesis; assim: assimilation, oxid: oxidation; Transp: transporters.

GABA-mediated neurotransmission has been documented for facultative anaerobic animals thriving in anoxic conditions^92,94^. Due to its inhibitory nature, it contributes to avoid membrane depolymerization^94^. Moreover, given that it relaxes muscles, the increment of GABA may impact the movement of the animal^85^. Therefore, upregulation of GABA-mediated neuronal activity might explain why *L. oneistus* did not form tight clusters  in anoxia (Supplemental Movie 3).

#### Dopamine-mediated neurotransmission

A gene encoding for the tyrosine hydroxylase Cat-2 (*cat-2*), which is needed for dopamine biosynthesis^95^ and two putative dopamine receptors (protein-D2-like and a G_PROTEIN_RECEP_F1_2 domain-containing protein (*dop-5*))^96^ were upregulated in AS worms. Moreover, a *dat-1*-like gene mediating dopamine reuptake into the presynaptic terminals was downregulated^97^ in AS worms (Fig. 5).

#### Calcium-binding and -sensing proteins

Finally, in AS worms several calcium-binding or -sensing proteins (e.g., *ncs-2*, *cex-2*, and a calbindin-like (CALB1 homolog); Fig. 5)^98,99^, as well as calcium transporters (*cca-1*; Transport category, Fig. 6)^100^ were upregulated. 

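The *cex-2*-like transcript (TRINITY_DN50837_c0_g1_i1_4dedup), which matches a calcium-binding protein, was at 619 ± 148 CPM in AS and 304 ± 59.7 in H (SD, n = 3 each). Its log2 fold change of 1.03 (SE 0.336) had an edgeR FDR of 0.116 over all transcripts, and 4 of 19 alternatives called it. Adjusted over the list alone, the FDR was 0.0232, but the list was chosen on these samples.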

On the one hand, we hypothesize their involvement in the inhibitory neural signaling described above (for example, Ncs-2 mediates the cholinergic and GABAergic expression of *C. elegans*^101^. On the other, they may protect cells against the stress inflicted by anoxia, which involves calcium overload and consequent cellular acidification^7^.

### Genes upregulated in hypoxic (H) nematodes

#### Innate immune pathways and effectors

Animals recognize and respond to microbes by means of immunoreceptors including Toll-like receptors, conserved from sponges to humans^102^. We identified almost all genes belonging to this pathway, including the one encoding for the NF-kB transcription factor. This came as a surprise given that, up to now, the NF-kB has not been identified in any other nematode^103^. Equally surprising was the fact that not only two Toll-like receptors (*tol-1* and *tol-1-like*), but also genes encoding for antimicrobial proteins such as a peroxisome assembly factor involved in defense against Gram- (*prx-11*-like)^104^, a putatively antifungal endochitinase^105^ and bactericidal/permeability-increasing proteins (BPIs) were also more abundant in H worms. BPIs may bind LPS and perforate Gram- membranes and have been shown to play a symbiostatic role in other invertebrates^106,107^. However, it is unclear whether activation of the *L. oneistus* Toll pathway leads to the nuclear NF-kB switching on the expression of antimicrobial genes or whether, as shown in *C. elegans*, the Toll pathway mediates behavioral avoidance of pathogens^108^.

Overall, the apparent oxygen stimulation of a central innate immunity pathway and, directly or indirectly, of broad range antimicrobials could be adaptations to the fact that when crawling in superficial oxygenated sand, *L. oneistus* is not only exposed to predation by bigger animals, but also to pathogenic members of the bacterioplankton. Overexpression of broad-range antimicrobials in response to oxygen might therefore help *L. oneistus* to avoid colonization by potentially deleterious, fouling bacteria (e.g., *vbrios*, *roseobacters* and *pseudoaltermonas/alteromonadales*) when crawling close to the water column^109^ (M. Mussmann, personal communication).

#### Development

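Data S2 places 6 of the 100 most expressed genes in the category of development and cell adhesion. Between AS and H, 5 of these were higher in H, 1 of them past the limits, and 1 was higher in AS. With limma's camera test the category was towards H with an FDR of 0.0522 (mean log2 fold change -0.44, median -0.65). With an estimated correlation the FDR was 0.303, with fry 0.0521 and without H replicate 1 0.185. It was under 0.05 in 5 of 15 alternatives, among them with total counts as the only scaling (0.0361), with no filter on low counts (0.0131), without AS replicate 3 (0.0306) and without H replicate 2 (0.011).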

Although development-related genes were some of the most expressed under all conditions (Fig. 1), many were upregulated in H nematodes (Figs. 2 and 5). 

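The vitellogenin gene *vit-6* (TRINITY_DN54667_c1_g1_i1_4dedup), which encodes a yolk protein, was at 4870 ± 912 CPM in AS and 11500 ± 4260 in H (SD, n = 3 each), a log2 fold change of -1.24 (SE 0.342, edgeR FDR 0.0792) that 5 of 19 alternatives called. The intermediate filament gene *ifb-1* has 3 loci in Data S2. The most abundant (TRINITY_DN94423_c2_g1_i3_9dedup) was past the limits, at 943 ± 209 CPM in AS and 2310 ± 721 in H (log2 fold change -1.29, SE 0.254, FDR 0.0353). That call was lost without AS replicate 1 (FDR 0.133), AS replicate 3 (0.149), H replicate 1 (0.136) or H replicate 3 (0.0558), without a filter on low counts (0.0675) and in edgeR's test against a 1.5-fold change (0.281). Another locus (TRINITY_DN53316_c0_g1_i1_4dedup) changed by -0.18 (SE 0.224, FDR 0.707), and the third (TRINITY_DN83970_c0_g1_i1_9dedup), at 6.11 ± 1.02 CPM in AS and 16.8 ± 6.69 in H, by -1.45 (SE 0.616, FDR 0.204).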

Among the development-related genes upregulated in H nematodes were those related to molting (e.g., *nas-36*, *nas-38*, *chs-2*, *ptr-5*, *ptr-18*, *apl-1*, *myrf-1*)^110–114^, germ line establishment (e.g., *ccm-3*, *rsks-1*)^115,116^, oogenesis/spermatogenesis (*crt-1*)^117^, embryonic development and yolk production (*e.g., plt-1*, *mlc-5, crt-1*, *arrd-17*, *cpna-1*, *vit-6*)^118–123^, and/or larval development (*nmy-1*, *ifb-1*)^124,125^, as well as male tail tip (*cdt-1*, *plx-1*, *ver-3*)^126–128^, and vulva morphogenesis (*hda-1*, *unc-62*)^129,130^ (Fig. 5). Morever, transcripts encoding for a number of proteases shown to be involved in *C. elegans* molting (e.g., *nas-36*, *nas-38*)^110^, development (e.g., teneurin-a-like)^131^, neuronal regrowth or locomotion (*tep-1*)^132^ and pharyngeal pumping (e.g., neprilysin *nep-1*)^133^ were also more abundant in H worms. Remarkably, *vav-1*, which besides being involved in male tail tip and vulva morphogenesis^126^ may also regulate the concentration of intracellular calcium^134^, was one of the few development-related genes to be downregulated in H nematodes (see previous section on Ca^2+^-binding proteins).

To sum up, and as expected, the host appears to exploit oxygen availability to undertake energetically costly processes, such as development and molting^135^.

#### Carbohydrate metabolism

If in AS nematodes, glycogen or starch appeared prominent carbon sources, H worms seemed to exploit trehalose and cellulose instead. Indeed, genes that degrade trehalose (*tre-1*)^136^, and cellulose (Ppa-*cel-2*)^137^ were upregulated in H worms, as well as a putative ADP-dependent glucokinase (C50D2.7) involved in glycolysis^138^. The use of this pathway was supported by the overexpression of four genes encoding for sugar transporters (Slc2-A1, C35A11, K08F9.1, F53H8.3)^139,140^, perhaps switched on by active mTOR (see above) (Fig. 6)^69^.

Additionally, *L. oneistus* appeared to exploit oxygen to synthesize complex polysaccharides, such as heparan sulfate (*hst-1-*like)^141^ and glycan (*Gcnt*3-like) (Fig. 6), as an ortholog of the N-deacetylase/N-sulfotransferase *hst-1*, related to heparin biosynthesis was also upregulated^141^.

Although glycolysis seems to generate ATP in both AS and H worms, it is not clear why the latter would prefer to respire cellulose or trehalose instead of starch. Given its role as a membrane stabilizer, we speculate that AS worms might prioritize the storage of trehalose over its degradation to preserve membrane integrity (Fig. 6)^4,142^. Of note, based on its genome draft, the symbiont may synthetize and transport trehalose, but it may not use it^16^. Therefore, we hypothesize symbiont-to-host transfer of trehalose under hypoxia. Consistently, the symbiont’s trehalose synthesis-related gene (*otsB*)^16^, and the host trehalase (*tre-1*; Fig. 6) were both upregulated under hypoxia and metabolomics could detect trehalose in both partners (Table S1). Metabolomics also detected sucrose in both the holobiont and the symbiont fraction (Table S1). Given that, based on transcriptomics and proteomics, the nematode can utilize sucrose but cannot synthesize it (Data S1), whereas the symbiont can^16^, we also hypothesize symbiont-to-host sucrose transfer.

#### Acetylcholine-mediated neurotransmission

Instead of upregulating genes involved in inhibitory (GABA- and dopamine-mediated) neurotransmission, hypoxic worms appeared to use excitatory acetylcholine-mediated neurotransmission as indicated by the upregulation of *molo-1*, *acr-20,* cup-4, *lev-9*, and sphingosine kinase *sphk-1* that promotes its release^143–147^ (Fig. 5). On the one hand, acetylcholine-mediated neurotransmission might promote ROS detoxification in H worms^148^. On the other hand, its downregulation in AS worms may beneficially decrease calcium influx^3^.

#### Feeding, mating, mechanosensory behavior and axon guidance and fasciculation

Transcripts related to the neuronal regulation of energy-demanding activities such as feeding, mating, motion, as well as nervous system development were more abundant in H nematodes (Fig. 5, and Data S1). 

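The tubulin gene *tbb-4* (TRINITY_DN54403_c1_g1_i1_4dedup) was at 1070 ± 142 CPM in AS and 1850 ± 476 in H (SD, n = 3 each). Its log2 fold change was -0.79 (SE 0.229, edgeR FDR 0.0871, or 0.0184 adjusted over the list alone), and it was called by 3 of 19 alternatives. As the list was chosen on these samples, its adjustment is not independent evidence.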

More precisely, upregulated genes were involved in pharyngeal pumping (*nep-1*, *lat-2*)^133,149^, male mating behavior and touch (*pdfr-1*, *tbb-4, ebax-1*)^150,151^, axon guidance and fasciculation (*spon-1*, *igcm-1*, *ebax-1*, *tep-1*)^132,151–153^, mechanosensory behavior (e.g., *mec-12*, *delm-2*)^154,155^. If we assume that *L. oneistus* mates in H conditions, genes involved in mechanosensory behavior may be upregulated for the male to find the female organ (vulva). Additionally, we also observed the upregulation of a gene encoding for a glutamate receptor (*glr-7*) possibly involved in feeding facilitation^156^.

#### Amino acid biosynthesis

Transcripts of genes involved in the synthesis of glutamine and proline (*gln-3* and *alh-13*, respectively), aspartate (L-asparaginases)^157^ and S-adenosyl-L-methionine (SAM) (*sams-4*)^158^ were all upregulated in H worms (Fig. 6), as well as one encoding for the ornithine decarboxylase *odc-1* which is involved in biosynthesis of the polyamine putrescin, and is essential for cell proliferation and tissue growth^159^. Moreover, polyamines, with their high charge-to-mass ratio may protect against superoxide radicals, which, as mentioned, harm cell membranes and organelles, oxidize proteins, and damage DNA^160^.

#### Lipid biosynthesis

Genes upregulated in H worms mediate the biosynthesis of long chain fatty acids (*acs-3*, *acs-14*, *elo-*3 but not *acs-5*)^138,161,162^, sphingolipids (a sphingosine kinase-1 (*sphk-1*) and *egl-8*, which controls egg laying and pharyngeal pumping in *C. elegans*^163^. Notably, sphingolipids may be anti-apoptotic^164^ or result in acetylcholine release^147^.

On the other hand, ceramides, which have anti-proliferative properties and which may mediate resistance to severe oxygen deprivation^165^, appeared to be mainly synthesized in AS worms, as indicated by the upregulation of genes involved in ceramide biosynthesis (*asm-3*, *ttm-5*, Fig. 6)^166^.

#### Transport

As anticipated in the introduction, anoxia-tolerant animals switch off ATP-demanding processes such as ion pumping^7^. Indeed, transcripts encoding for proteins involved in cation channel activity (*gtl-2*, voltage gated H channel 1)^167^, sodium transport (*delm-2*-like)^155^, chloride transport (*anoh-1*, *best-13*, *best-14*)^168–170^, ABC transporters (*wht-2*, *pgp-2*, slcr-46.3, F23F12.3, *hmit-1.3*)^171–173^ and organic substance transport (F47E1.2, *oct-2*)^174^ were more abundant in H than AS worms (Fig. 6).

#### Sulfur metabolism

The *mpst-7* gene, involved in organismal response to selenium and switched on in hypoxic *C. elegans*^175^, was upregulated in H nematodes (Fig. 6). Given that MPST-7 is thought to catalyze the conversion of sulfite and glutathione persulfide (GSSH) to thiosulfate and glutathione (GSH)^176^, hypoxia-experiencing *L. oneistus* might express this enzyme to recharge the cells with GSH and hence, help to cope with oxidative stress^177^. Also more abundant in H worms were transcripts encoding for the sulfatases 2 (*sul-*2)^178^ and a PAPS-producing *pps-1* (3′-phospho-adenosine-5′-phosphosulfate (PAPS), considered the universal sulfur donor)^141^, as well as for the chaperones *pdi-6* and protein-disulfide-isomerase-A5-like which require oxygen to mediate correct disulfide bond formation in protein folding^6,179^ (Fig. 6). Conversely, a putative sulfide-producing enzyme (*mpst-1*) which protects *C. elegans* from mitochondrial damage^180^ was upregulated in AS nematodes, albeit together with two genes encoding for enzymes involved in its detoxification, a persulfide dioxygenase (*ethe-1*) and a cysteine dioxygenase (*cdo-1*)^179^. The first detoxifies sulfide by producing glutathione, while the latter catalyzes taurine synthesis via cysteine degradation. Of note, sulfide detoxification via taurine accumulation is a common strategy in chemosynthetic animals (reviewed in^181^).

All in all, *L. oneistus* appeared to limit excess accumulation of free sulfide in anoxia and to free sulfate when oxygen was available.

## Conclusions

Overall, and irrespective of the conditions it was subjected to, *L. oneistus* mostly expressed genes involved in degradation processes, energy generation, stress response and immune defense. Astonishingly, *L. oneistus* did not enter suspended animation when subjected to anoxic sulfidic conditions for days. We hypothesize that in the absence of oxygen, ATP production is supported by symbiont-derived trehalose and cellulose catabolism, and by rewiring the ETC in such way as to use RQ as electron carrier, and fumarate as electron acceptor. Moreover, the nematode activates several degradation pathways (e.g., UPS, autophagy, and apoptosis) to gain nutrients from anoxia-damaged proteins and mitochondria. Further, AS worms also upregulated genes encoding for ribosomal proteins and putative symbiont-binding proteins (lectins). Finally, as proposed for other anoxia-tolerant animals, the worm seems to upregulate its antioxidant capacity in anticipation of reoxygenation. When in hypoxic conditions (Fig. 7, left), instead, we speculate that the worm uses starch for energy generation to engage in costly developmental processes such as molting, feeding, and mating, likely relying on excitatory neurotransmitters (e.g., acetylcholine), and it upregulates the Toll immune pathway and, directly or indirectly, the synthesis of broad range antimicrobials (e.g., fungicides, BPIs).

**Figure 7:**
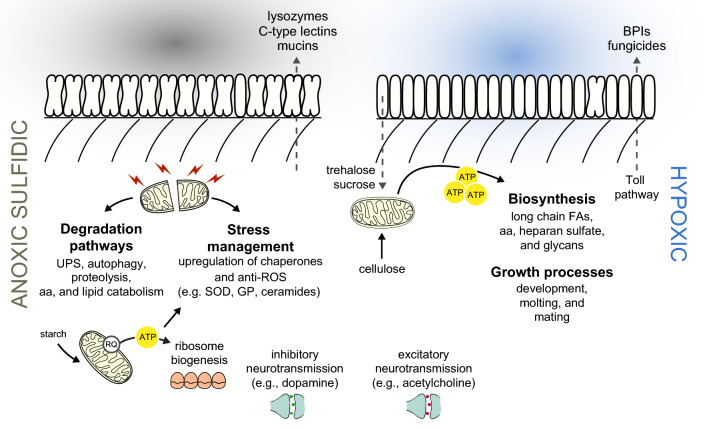
Schematic representation of *Laxus oneistus* physiology in anoxic or hypoxic  conditions. In anoxic sulfidic  conditions (left), *L. oneistus* does not enter suspended animation. Instead, it upregulates the expression of genes mediating inhibitory neurotransmission, involved in symbiosis establishment (e.g., lectins, mucins) and in ribosome biogenesis. Metabolism may be supported by the degradation of starch and by rewiring the electron transfer chain: rhodoquinone (RQ) is used as electron carrier and fumarate as electron acceptor. Moreover, the worm activates degradation pathways (e.g., ubiquitin–proteasome system (UPS), autophagy, and apoptosis) and may anticipate reoxygenation by upregulating superoxide dismutase (SOD) and glutathione peroxidase (GP). In hypoxic  conditions (right), instead, *L. oneistus* appears to use trehalose and cellulose for energy generation, while engaging in costly processes such as development, molting, feeding, and mating. Genes involved in excitatory neurotransmission are also upregulated, together with Toll-like receptors and immune effectors (e.g., fungicides, BPIs).

When looking at the *Laxus*-*Thiosymbion* symbiosis in light of what was recently published^16^, we could identify two signs of inter-partner metabolic dependence: under anoxia, worms might transfer lipids to their symbionts, and under hypoxia, the symbionts might transfer trehalose and sucrose to their hosts.

Furthermore, we may conclude that, wherever in the sand the consortium is, one of the two partners is bound to be stressed: in anoxia, the symbiont appears to proliferate more, while its animal host engages in degradation of damaged proteins and mitochondria and in detoxification. In the presence of oxygen, the situation is inverted: the symbiont seems massively stressed, while the host can afford energy-costly biosynthetic processes to develop and reproduce (Fig. 7). It is therefore fascinating that, in spite of the dramatically different needs a bacterium and animal must have, the *Laxus*-*Thiosymbion* symbiosis evolved.

## Materials and methods

### Sample collection

*Laxus oneistus* individuals were collected on multiple field trips (2016–2019) with cores of 60 cm length and 60 mm diameter (UWITEC, Mondsee, Austria) down to a depth of approximately 1 m depth in the sand bars off the Smithsonian Field Station, Carrie Bow Cay in Belize (16°48′11.01″N, 88°4′54.42″W). The collection of the nematodes, the incubations set up for RNA sequencing, lipidomics, proteomics and metabolomics, as well as the RNA extraction, and library preparation are in detailed described in^16^. Importantly, the nematodes had a bright white appearance and replicate incubations were started simultaneously. Note that the Supplemental material describes the metabolomics and sequencing data of *Olavius algarvensis*, as well as changes from^16^ in the lipidomics and proteomics pipelines.

### Host transcriptome de novo assembly

In preparation for the assembly, reads from each sample were first mapped to the symbiont as described before^16^, and remaining rRNA reads from all domains of life were removed from unmapped reads using sortmerna v2.1 in combination with the SSURef_NR99_119_SILVA_14_07_14 and LSURef_119_SILVA_15_07_14 databases. Further, exact duplicate reads were removed using PRINSEQ lite’s derep option. Read files free of symbiont reads, rRNA reads and exact duplicates were used as input for transcriptome sub-assemblies via Trinity v2.6.6 with the strand-specific option (--SS_lib_type F)^182^. Two sub-assemblies differing in the number and type of input read files were performed: (1) 9 input read files including biological triplicates from 3 incubation conditions (O, H, A) and (2) 4 input read files including a single replicate from 4 incubation conditions (O, H, A and hyper-O). Hyper-O refers to an incubation in which air was pumped directly into the exetainers for the entire incubation period to supersaturate the seawater (300% O_2_). However, as this incubation condition yielded an incongruous transcriptional response by the symbiont (data not shown), these read data were only used to extend the host transcriptome’s coding repertoire. The qualities of both sub-assemblies were assessed as described below.

We then performed an intra-assembly clustering step as described in^183^, during which identical transcripts were removed from the sub-assemblies using CD-HIT-EST^184^. To further reduce redundant transcripts, only the longest isoform for each ‘gene’ identified by Trinity was kept using Trinity’s get_longest_isoform_seq_per_trinity_gene.pl utility. The remaining transcripts of each sub-assembly were then concatenated to produce a merged transcriptome assembly. The final assembly was created by applying another sequence clustering using CD-HIT-EST to avoid inter-assembly redundancy. Here, the identity parameter of 80% (-c 0.8) combined with a minimal coverage ratio of the shorter sequence of 80% (-aS 0.8) and minimal coverage ratio of the longest sequence of 0.005% (-aL 0.005) yielded the best-performing assembly in terms of number of transcripts (162,455) and contiguity (N50 value of 770) (data not shown).

Assembly completeness was assessed by estimating completeness via BUSCO nematode single-copy orthologs (Simão et al. 2015). Importantly, the merged assembly yielded a higher BUSCO-based completeness compared with the two sub-assemblies; 79.2% of the BUSCO nematode single-copy orthologs were found to be present and complete in the final assembly (636 single-copy; 142 duplicated), whereas assembly (1) scored 77.8% (233 single-copy; 531 duplicated) and assembly (2) was 76.2% complete (314 single-copy; 434 duplicated). Further, assembled transcripts were filtered based on taxonomic classification. Transcripts were matched against the RefSeq protein database using blastx (E-value 1E−3), and the output was then used as input for taxonomic assignment via MEGAN v5^185^. Only transcripts classified as belonging to ‘Eukarya’ were kept (MEGAN parameters: Min Score: 50, Max Expected: 1E-2, Top Percent: 2), which reduced the number of putative *L. oneistus* transcripts to 30,562. Assembled transcripts were also functionally annotated using Trinotate^186^. Briefly, predicted protein coding regions were extracted using TransDecoder (https://github.com/TransDecoder), both transcripts and predicted protein sequences were searched for protein homology via blastx and blastp, respectively, and predicted protein sequences were annotated for protein domains (hmmscan), signal peptides (signalP) and transmembrane domains (TMHMM). 85,859 transcripts exhibited at least one functional annotation. Finally, only taxonomy-filtered transcripts with at least one functional annotation were kept, thereby further reducing the number of putative host transcripts to 27,984, with 22,072 thereof predicted to contain protein coding regions. BUSCO-based completeness for this filtered host transcriptome assembly was 78.8% (635 single-copy; 139 duplicated).

### Gene expression analysis

Raw sequencing reads quality assessment and preprocessing of data was followed as described in^16^. Trimmed reads were mapped to the de novo transcriptome assembly and transcript abundance was estimated using RSEM v1.3.1^187^ in combination with bowtie2 with default settings except for the application of strandedness (--strandedness forward). Read counts per transcript were used for differential expression analysis, and TPM (transcripts per kilobase million) values were transformed to log_2_TPMs as described in^16^.

Gene and differential expression analyses were conducted using R and the Bioconductor package edgeR v3.28.1^188,189^, and as shown in^16^. Here, we only describe the modifications that were made to the pipeline. Genes were considered expressed if at least ten reads in at least three replicates of one of the four conditions could be assigned. 

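With at least 10 reads in at least 3 replicates of H, A or AS, 17324 of all 27984 transcripts (61.9%) were expressed. A minimum of 5 reads gave 18941 and a minimum of 20 reads 15658, and including the O libraries gave 19093. Leaving out an A replicate, which then needs all of the remaining 3 to reach the minimum, gave between 16573 and 16900.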

Excluding the replicates of the oxic condition, we found 74.9% of all predicted nematode protein-encoding genes to be expressed (16,526 genes out of 22,072). Log_2_TPM were used to assess sample similarities via multidimensional scaling based on Euclidean distances (R Stats package)^189^ (Fig. S1B), and the average of replicate log_2_TPM values per expressed gene and condition was used to estimate expression strength. Median gene expression of entire metabolic processes and pathways per condition was determined from average log_2_TPM values.

Expression of genes was considered significantly different if their expression changed 1.5-fold between two treatments with a false-discovery rate (FDR) ≤ 0.05^190^. Throughout the paper, all genes meeting these thresholds are either termed differentially expressed or up- or downregulated. For the differential expression analyses between the AS, H and A conditions see Data S1. Heatmaps show mean-centered log_2_TPM expression values to highlight gene expression change.

All predicted *L. oneistus* proteins were automatically annotated using eggNOG-mapper v2^191^ against eggNOG 5.0^192^ using diamond v2.0.4^193^. All genes that are shown and involved in a particular process were manually curated by blasting (blastp) them against both the nr database^194^ and the WormBase (https://wormbase.org/tools/blast_blat)^195^. The Spearman’s rank correlation was carried out with per-gene averaged log_2_TPM and orgNSAF% values over the oxic and anoxic incubations for the transcriptome and proteome, respectively, in R^189^.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Figure S5.

Supplementary Information 3.

Supplementary Movie 1.

Supplementary Movie 2.

Supplementary Movie 3.

Supplementary Movie 4.

Supplementary Legends.

Supplementary Table S1.

## Data Availability

This Transcriptome Shotgun Assembly project has been deposited at DDBJ/EMBL/GenBank under the accession GJNO00000000. The version described in this paper is the first version, GJNO01000000. RNA-Seq data are available at the Gene Expression Omnibus (GEO) database and are accessible through accession number GSE188619.

## References

[1] Hermes-Lima M, Zenteno-Savín T (2002). Animal response to drastic changes in oxygen availability and physiological oxidative stress. Comp. Biochem. Physiol. C.

[2] Hochachka PW, Buck LT, Doll CJ, Land SC (1996). Unifying theory of hypoxia tolerance: Molecular/metabolic defense and rescue mechanisms for surviving oxygen lack. Proc. Natl. Acad. Sci. U. S. A..

[3] Hochachka PW, Lutz PL (2001). Mechanism, origin, and evolution of anoxia tolerance in animals. Comp. Biochem. Physiol. B.

[4] Clegg JS (1997). Embryos of Artemia franciscana survive four years of continuous anoxia: The case for complete metabolic rate depression. J. Exp. Biol..

[5] Nystul TG, Goldmark JP, Padilla PA, Roth MB (2003). Suspended Animation in *C. elegans* Requires the Spindle Checkpoint. Science.

[6] Teodoro RO, O’Farrell PH (2003). Nitric oxide-induced suspended animation promotes survival during hypoxia. EMBO J..

[7] Galli GLJ, Richards JG (2014). Mitochondria from anoxia-tolerant animals reveal common strategies to survive without oxygen. J. Comp. Physiol. B.

[8] Padilla PA, Nystul TG, Zager RA, Johnson ACM, Roth MB (2002). Dephosphorylation of cell cycle-regulated proteins correlates with anoxia-induced suspended animation in *Caenorhabditis elegans*. Mol. Biol. Cell.

[9] Powell-Coffman JA (2010). Hypoxia signaling and resistance in *C. elegans*. Trends Endocrinol. Metab..

[10] Kitazume H, Dayi M, Tanaka R, Kikuchi T (2018). Assessment of the behaviour and survival of nematodes under low oxygen concentrations. PLoS ONE.

[11] Nystul TG, Roth MB (2004). Carbon monoxide-induced suspended animation protects against hypoxic damage in *Caenorhabditis elegans*. Proc. Natl. Acad. Sci. U. S. A..

[12] Kim KW, Jin Y (2015). Neuronal responses to stress and injury in *C. elegans*. FEBS Lett..

[13] Denny MW (1993). Air and Water: The Biology and Physics of Life’s Media.

[14] Ott JA (1991). Tackling the sulfide gradient: A novel strategy involving marine nematodes and chemoautotrophic ectosymbionts. Mar. Ecol..

[15] Schiemer F, Novak R, Ott J (1990). Metabolic studies on thiobiotic free-living nematodes and their symbiotic microorganisms. Mar. Biol..

[16] Paredes GF (2021). Anaerobic sulfur oxidation underlies adaptation of a chemosynthetic symbiont to oxic-anoxic interfaces. mSystems.

[17] Ott JA, Novak R (1989). Living at an interface: Meiofauna at the oxygen/sulfide boundary of marine sediments. Reprod. Genet. Distrib. Mar..

[18] Ott JA, Bauer-Nebelsick M, Novotny V (1995). The genus Laxus Cobb, 1894 (Stilbonematinae:Nematoda ): Description of two new species with ectosymbiotic chemoautotrophic bacteria. Proc. Biol. Soc. Wash..

[19] Bateman A (2021). UniProt: The universal protein knowledgebase in 2021. Nucleic Acids Res..

[20] Stringham EG, Jones D, Candido EPM (1992). Expression of the polyubiquitin-encoding gene (ubq-1) in transgenic *Caenorhabditis elegans*. Gene.

[21] Geuens E (2010). Globin-like proteins in *Caenorhabditis elegans*: In vivo localization, ligand binding and structural properties. BMC Biochem..

[22] Birnby DA (2000). A Transmembrane guanylyl cyclase (DAF-11) and Hsp90 (DAF-21) regulate a common set of chemosensory behaviors in *Caenorhabditis elegans*. Genetics.

[23] Chávez V, Mohri-Shiomi A, Maadani A, Vega LA, Garsin DA (2007). Oxidative stress enzymes are required for DAF-16-mediated immunity due to generation of reactive oxygen species by *Caenorhabditis elegans*. Genetics.

[24] Sun J (2017). Adaptation to deep-sea chemosynthetic environments as revealed by mussel genomes. Nat. Ecol. Evol..

[25] Hinzke T (2019). Host-microbe interactions in the chemosynthetic riftia pachyptila symbiosis. MBio.

[26] Yuen B, Polzin J, Petersen JM (2019). Organ transcriptomes of the lucinid clam *Loripes orbiculatus* (Poli, 1791) provide insights into their specialised roles in the biology of a chemosymbiotic bivalve. BMC Genom..

[27] Woyke T (2006). Symbiosis insights through metagenomic analysis of a microbial consortium. Nature.

[28] Wippler J (2016). Transcriptomic and proteomic insights into innate immunity and adaptations to a symbiotic lifestyle in the gutless marine worm *Olavius algarvensis*. BMC Genom..

[29] Zimmermann J (2016). Closely coupled evolutionary history of ecto- and endosymbionts from two distantly related animal phyla. Mol. Ecol..

[30] Naylor DJ, Hoogenraad NJ, Høj PB (1996). Isolation and characterisation of a cDNA encoding rat mitochondrial GrpE, a stress-inducible nucleotide-exchange factor of ubiquitous appearance in mammalian organs. FEBS Lett..

[31] Lundin VF, Srayko M, Hyman AA, Leroux MR (2008). Efficient chaperone-mediated tubulin biogenesis is essential for cell division and cell migration in *C. elegans*. Dev. Biol..

[32] Bar-Lavan Y (2016). A differentiation transcription factor establishes muscle-specific proteostasis in *Caenorhabditis elegans*. PLOS Genet..

[33] Margis R, Dunand C, Teixeira FK, Margis-Pinheiro M (2008). Glutathione peroxidase family: An evolutionary overview. FEBS J..

[34] Oliveira RP (2009). Condition-adapted stress and longevity gene regulation by *Caenorhabditis elegans* SKN-1/Nrf. Aging Cell.

[35] Murphy E, Steenbergen C (2008). Mechanisms underlying acute protection from cardiac ischemia-reperfusion injury. Physiol. Rev..

[36] Heo JM (2010). A stress-responsive system for mitochondrial protein degradation. Mol. Cell.

[37] Tullet JMA (2015). DAF-16 target identification in *C. elegans*: Past, present and future. Biogerontology.

[38] Kaushal PS (2014). Cryo-EM structure of the small subunit of the mammalian mitochondrial ribosome. Proc. Natl. Acad. Sci. U. S. A..

[39] Sharika R, Subbaiah P, Balamurugan K (2018). Studies on reproductive stress caused by candidate Gram positive and Gram negative bacteria using model organism, *Caenorhabditis elegans*. Gene.

[40] Melnikov S (2012). One core, two shells: Bacterial and eukaryotic ribosomes. Nat. Struct. Mol. Biol..

[41] You KT, Park J, Kim VN (2015). Role of the small subunit processome in the maintenance of pluripotent stem cells. Genes Dev..

[42] Savada RP, Bonham-Smith PC (2014). Differential transcript accumulation and subcellular localization of Arabidopsis ribosomal proteins. Plant Sci..

[43] Xu X, Xiong X, Sun Y (2016). The role of ribosomal proteins in the regulation of cell proliferation, tumorigenesis, and genomic integrity. Sci. China Life Sci..

[44] Larade K, Nimigan A, Storey KB (2001). Transcription pattern of ribosomal protein L26 during anoxia exposure in *Littorina littorea*. J. Exp. Zool..

[45] Xu C (2018). Genetic inhibition of an ATP synthase subunit extends lifespan in *C. elegans*. Sci. Rep..

[46] Maglioni S, Ventura N (2016). *C. elegans* as a model organism for human mitochondrial associated disorders. Mitochondrion.

[47] McKay RM, McKay JP, Avery L, Graff JM (2003). *C. elegans*: A Model for exploring the genetics of fat storage. Dev. Cell.

[48] Rea SL, Ventura N, Johnson TE (2007). Relationship between mitochondrial electron transport chain dysfunction, development, and life extension in *Caenorhabditis elegans*. PLOS Biol..

[49] Hartman PS, Ishii N, Kayser EB, Morgan PG, Sedensky MM (2001). Mitochondrial mutations differentially affect aging, mutability and anesthetic sensitivity in *Caenorhabditis elegans*. Mech. Ageing Dev..

[50] Williams JC (2005). Crystal structure of human SCO1: Implications for redox signaling by a mitochondrial cytochrome c oxidase ‘assembly’ protein. J. Biol. Chem..

[51] Roberts Buceta PM (2019). The kynurenine pathway is essential for rhodoquinone biosynthesis in *Caenorhabditis elegans*. J. Biol. Chem..

[52] Del Borrello S (2019). Rhodoquinone biosynthesis in *C. elegans* requires precursors generated by the kynurenine pathway. Elife.

[53] Tsai PC (2017). A recurrent WARS mutation is a novel cause of autosomal dominant distal hereditary motor neuropathy. Brain.

[54] Martínez-Reyes I, Chandel NS (2020). Mitochondrial TCA cycle metabolites control physiology and disease. Nat. Commun..

[55] Yang HC (2019). IDH-1 deficiency induces growth defects and metabolic alterations in GSPD-1-deficient *Caenorhabditis elegans*. J. Mol. Med..

[56] Jackson AD, McLaughlin J (2009). Digestion and absorption. Surgery.

[57] Papaevgeniou N, Chondrogianni N (2014). The ubiquitin proteasome system in *Caenorhabditis elegans* and its regulation. Redox Biol..

[58] Jones D, Crowe E, Stevens TA, Peter E, Candido M (2001). Functional and phylogenetic analysis of the ubiquitylation system in *Caenorhabditis elegans*: Ubiquitin-conjugating enzymes, ubiquitin-activating enzymes, and ubiquitin-like proteins. Genome Biol..

[59] Schaefer H, Rongo C (2006). KEL-8 is a substrate receptor for CUL3-dependent ubiquitin ligase that regulates synaptic glutamate receptor turnover. Mol. Biol. Cell.

[60] Brockway H, Balukoff N, Dean M, Alleva B, Smolikove S (2014). The CSN/COP9 signalosome regulates synaptonemal complex assembly during meiotic prophase I of *Caenorhabditis elegans*. PLOS Genet..

[61] Syntichaki P, Xu K, Driscoll M, Tavernarakis N (2002). Specific aspartyl and calpain proteases are required for neurodegeneration in *C. elegan*s. Nature.

[62] Fischer M, Fitzenberger E, Kull R, Boll M, Wenzel U (2014). The zinc matrix metalloproteinase ZMP-2 increases survival of *Caenorhabditis elegans* through interference with lipoprotein absorption. Genes Nutr..

[63] Wang RC, Levine B (2010). Autophagy in cellular growth control. FEBS Lett..

[64] Russell RC, Yuan HX, Guan KL (2014). Autophagy regulation by nutrient signaling. Cell Res..

[65] Liang XH (1999). Induction of autophagy and inhibition of tumorigenesis by beclin 1. Nature.

[66] Bar-Peled L, Schweitzer LD, Zoncu R, Sabatini DM (2012). Ragulator is a GEF for the rag GTPases that signal amino acid levels to mTORC1. Cell.

[67] Thompson AR, Vierstra RD (2005). Autophagic recycling: Lessons from yeast help define the process in plants. Curr. Opin. Plant Biol..

[68] Iadevaia V, Liu R, Proud CG (2014). MTORC1 signaling controls multiple steps in ribosome biogenesis. Semin. Cell Dev. Biol..

[69] Howell JJ, Manning BD (2011). MTOR couples cellular nutrient sensing to organismal metabolic homeostasis. Trends Endocrinol. Metab..

[70] Huber LA, Teis D (2016). Lysosomal signaling in control of degradation pathways. Curr. Opin. Cell Biol..

[71] Nussbaumer AD, Bright M, Baranyi C, Beisser CJ, Ott JA (2004). Attachment mechanism in a highly specific association between ectosymbiotic bacteria and marine nematodes. Aquat. Microb. Ecol..

[72] Bulgheresi S (2011). Sequence variability of the pattern recognition receptor Mermaid mediates specificity of marine nematode symbioses. ISME J..

[73] Bulgheresi S (2006). A new C-type lectin similar to the human immunoreceptor DC-SIGN mediates symbiont acquisition by a marine nematode. Appl. Environ. Microbiol..

[74] Koropatkin NM, Cameron EA, Martens EC (2012). How glycan metabolism shapes the human gut microbiota. Nat. Rev. Microbiol..

[75] Kaufmann SH (2008). Apoptosis-associated caspase activation assays. Methods.

[76] Chen YZ, Mapes J, Lee ES, Robert Skeen-Gaar R, Xue D (2013). Caspase-mediated activation of *Caenorhabditis elegans* CED-8 promotes apoptosis and phosphatidylserine externalization. Nat. Commun..

[77] Samejima K, Earnshaw WC (2005). Trashing the genome: The role of nucleases during apoptosis. Nat. Rev. Mol. Cell Biol..

[78] Sasaki A (2013). Arl8/ARL-8 functions in apoptotic cell removal by mediating phagolysosome formation in *Caenorhabditis elegans*. Mol. Biol. Cell.

[79] Hurwitz ME (2009). Abl kinase inhibits the engulfment of apopotic cells in *Caenorhabditis elegans*. PLoS Biol..

[80] Berdichevsky A (2010). 3-Ketoacyl thiolase delays aging of *Caenorhabditis elegans* and is required for lifespan extension mediated by sir-2.1. Proc. Natl. Acad. Sci. U. S. A..

[81] Chughtai AA (2015). Perilipin-related protein regulates lipid metabolism in *C. elegans*. PeerJ.

[82] Horikawa M, Sakamoto K (2009). Fatty-acid metabolism is involved in stress-resistance mechanisms of *Caenorhabditis elegans*. Biochem. Biophys. Res. Commun..

[83] Krivoruchko A, Storey KB (2015). Turtle anoxia tolerance: Biochemistry and gene regulation. Biochim. Biophys. Acta.

[84] Brendza KM (2007). Phosphoethanolamine N-methyltransferase (PMT-1) catalyses the first reaction of a new pathway for phosphocholine biosynthesis in *Caenorhabditis elegans*. Biochem. J..

[85] Mclntire SL, Jorgensen E, Kaplan J, Horvitz HR (1993). The GABAergic nervous system of *Caenorhabditis elegans*. Nature.

[86] Gally C, Bessereau JL (2003). GABA is dispensable for the formation of junctional GABA receptor clusters in *Caenorhabditis elegans*. J. Neurosci..

[87] Nordquist SK, Smith SR, Pierce JT (2018). Systematic functional characterization of human 21st chromosome orthologs in *Caenorhabditis elegans*. G3.

[88] Martin DL, Rimvall K (1993). Regulation of γ-aminobutyric acid synthesis in the brain. J. Neurochem..

[89] Van Der Vos KE, Coffer PJ (2012). Glutamine metabolism links growth factor signaling to the regulation of autophagy. Autophagy.

[90] Yen CA, Curran SP (2021). Incomplete proline catabolism drives premature sperm aging. Aging Cell.

[91] Tharmalingam S, Burns AR, Roy PJ, Hampson DR (2012). Orthosteric and allosteric drug binding sites in the *Caenorhabditis elegans* mgl-2 metabotropic glutamate receptor. Neuropharmacology.

[92] Lutz PL, Nilsson GE, Prentice HM (2002). The Brain Without Oxygen.

[93] Mathews GC, Diamond JS (2003). Neuronal glutamate uptake contributes to GABA synthesis and inhibitory synaptic strength. J. Neurosci..

[94] Milton SL, Lutz PL (1998). Low extracellular dopamine levels are maintained in the anoxic turtle (*Trachemys scripta*) striatum. J. Cereb. Blood Flow Metab..

[95] Sawin ER, Ranganathan R, Horvitz HR (2000). *C. elegans* locomotory rate is modulated by the environment through a dopaminergic pathway and by experience through a serotonergic pathway. Neuron.

[96] Sanyal S (2004). Dopamine modulates the plasticity of mechanosensory responses in *Caenorhabditis elegans*. EMBO J..

[97] McDonald PW, Jessen T, Field JR, Blakely RD (2006). Dopamine signaling architecture in *Caenorhabditis elegans*. Cell. Mol. Neurobiol..

[98] Soontornniyomkij V (2012). Hippocampal calbindin-1 immunoreactivity correlate of recognition memory performance in aged mice. Neurosci. Lett..

[99] Hobert O (2010). Neurogenesis in the nematode *Caenorhabditis elegans*. WormBook.

[100] Steger KA, Shtonda BB, Thacker C, Snutch TP, Avery LT (2005). *C. elegans* T-type calcium channel CCA-1 boosts neuromuscular transmission. J. Exp. Biol..

[101] Zhou K, Cherra SJ, Goncharov A, Jin Y (2017). Asynchronous cholinergic drive correlates with excitation-inhibition imbalance via a neuronal Ca2+ sensor protein. Cell Rep..

[102] Akira S, Uematsu S, Takeuchi O (2006). Pathogen recognition and innate immunity. Cell.

[103] Pujol N, Ewbank JJ (2021). *C. elegans*: Out on an evolutionary limb. Immunogenet..

[104] Wang D (2019). Epidermal barrier for nematodes against toxicity of environmental toxicants or stresses. Target Organ Toxicol. Caenorhabditis elegans.

[105] Dravid P, Kaushal DC, Saxena JK, Kaushal NA (2015). Isolation and characterization of endochitinase and exochitinase of *Setaria cervi*. Parasitol. Int..

[106] Krasity BC (2015). Structural and functional features of a developmentally regulated lipopolysaccharide-binding protein. MBio.

[107] Chen F (2017). Bactericidal permeability-increasing proteins shape host-microbe interactions. MBio.

[108] Brandt JP, Ringstad N (2015). Toll-like receptor signaling promotes development and function of sensory neurons required for a *C. elegans* pathogen-avoidance behavior. Curr. Biol..

[109] Dang H, Lovell CR (2016). Microbial surface colonization and biofilm development in marine environments. Microbiol. Mol. Biol. Rev..

[110] Suzuki M, Sagoh N, Iwasaki H, Inoue H, Takahashi K (2004). Metalloproteases with EGF, CUB, and thrombospondin-1 domains function in molting of *Caenorhabditis elegans*. Biol. Chem..

[111] Zhang Y, Foster JM, Nelson LS, Ma D, Carlow CKS (2005). The chitin synthase genes chs-1 and chs-2 are essential for *C. elegans* development and responsible for chitin deposition in the eggshell and pharynx, respectively. Dev. Biol..

[112] Zugasti O, Rajan J, Kuwabara PE (2005). The function and expansion of the Patched- and Hedgehog-related homologs in *C. elegans*. Genome Res..

[113] Hornsten A (2007). APL-1, a *Caenorhabditis elegan*s protein related to the human β-amyloid precursor protein, is essential for viability. Proc. Natl. Acad. Sci. U. S. A..

[114] Russel S, Frand AR, Ruvkun G (2011). Regulation of the *C. elegans* molt by pqn-47. Dev. Biol..

[115] Pan KZ (2007). Inhibition of mRNA translation extends lifespan in *Caenorhabditis elegans*. Aging Cell.

[116] Pal S (2017). CCM-3 promotes *C. elegans* germline development by regulating vesicle trafficking cytokinesis and polarity. Curr. Biol..

[117] Park BJ (2001). Calreticulin, a calcium-binding molecular chaperone, is required for stress response and fertility in *Caenorhabditis elegans*. Mol. Biol. Cell.

[118] Goedert M (1996). PTL-1, a microtubule-associated protein with tau-like repeats from the nematode *Caenorhabditis elegans*. J. Cell Sci..

[119] Gally C (2009). Myosin II regulation during *C. elegans* embryonic elongation:LET-502/ROCK, MRCK-1 and PAK-1, three kinases with different roles. Development.

[120] Zahreddine H, Zhang H, Diogon M, Nagamatsu Y, Labouesse M (2010). CRT-1/Calreticulin and the E3 Ligase EEL-1/HUWE1 control hemidesmosome maturation in *C. elegans* development. Curr. Biol..

[121] Jee C (2012). CNP-1 (ARRD-17), a novel substrate of calcineurin, Is critical for modulation of egg-laying and locomotion in response to food and lysine sensation in *Caenorhabditis elegans*. J. Mol. Biol..

[122] Warner A (2013). CPNA-1, a copine domain protein, is located at integrin adhesion sites and is required for myofilament stability in *Caenorhabditis elegans*. Mol. Biol. Cell.

[123] Perez MF, Lehner B (2019). Vitellogenins: Yolk gene function and regulation in *Caenorhabditis elegans*. Front. Physiol..

[124] Ding M, Woo WM, Chisholm AD (2004). The cytoskeleton and epidermal morphogenesis in *C. elegans*. Exp. Cell Res..

[125] Osório DS (2019). Crosslinking activity of non-muscle myosin II is not sufficient for embryonic cytokinesis in *C. elegans*. Development.

[126] Nelson MD (2011). A bow-tie genetic architecture for morphogenesis suggested by a genome-wide RNAi screen in *Caenorhabditis elegans*. PLOS Genet..

[127] Dalpé G, Zhang LW, Zheng H, Culotti JG (2004). Conversion of cell movement responses to Semaphorin-1 and Plexin-1 from attraction to repulsion by lowered levels of specific RAC GTPases in *C. elegans*. Development.

[128] Dalpe G, Tarsitano M, Graziella Persico M, Zheng H, Culotti J (2013). *C. elegans* PVF-1 inhibits permissive UNC-40 signalling through CED-10 GTPase to position the male ray 1 sensillum. Development.

[129] Dufourcq P (2002). Functional Requirement For Histone Deacetylase 1 in *Caenorhabditis elegans* gonadogenesis. Mol. Cell. Biol..

[130] Yang L, Sym M, Kenyon C (2005). The roles of two *C. elegans* HOX co-factor orthologs in cell migration and vulva development. Development.

[131] Topf U, Drabikowski K (2019). Ancient function of teneurins in tissue organization and neuronal guidance in the nematode *Caenorhabditis elegans*. Front. Neurosci..

[132] Kim KW (2018). Expanded genetic screening in *Caenorhabditis elegans* identifies new regulators and an inhibitory role for NAD + in axon regeneration. Elife.

[133] Spanier B, Stürzenbaum SR, Holden-Dye LM, Baumeister R (2005). *Caenorhabditis elegans* neprilysin NEP-1: An effector of locomotion and pharyngeal pumping. J. Mol. Biol..

[134] Norman KR (2005). The Rho/Rac-family guanine nucleotide exchange factor VAV-1 regulates rhythmic behaviors in *C. elegans*. Cell.

[135] Uppaluri S, Brangwynne CP (2015). A size threshold governs *Caenorhabditis elegans* developmental progression. Proc. R. Soc. B.

[136] Pellerone FI (2003). Trehalose metabolism genes in *Caenorhabditis elegans* and filarial nematodes. Int. J. Parasitol..

[137] Schuster LN, Sommer RJ (2012). Expressional and functional variation of horizontally acquired cellulases in the nematode *Pristionchus pacificus*. Gene.

[138] Yuan Y (2012). Enhanced energy metabolism contributes to the extended life span of calorie-restricted *Caenorhabditis elegans*. J. Biol. Chem..

[139] Kitaoka S, Morielli AD, Zhao FQ (2013). FGT-1 Is a mammalian GLUT2-like facilitative glucose transporter in *Caenorhabditis elegans* whose malfunction induces fat accumulation in intestinal cells. PLoS ONE.

[140] Bertoli S (2015). Short-term effects of ketogenic diet on anthropometric parameters, body fat distribution, and inflammatory cytokine production in GLUT1 deficiency syndrome. Nutrition.

[141] Bhattacharya R, Townley RA, Berry KL, Bülow HE (2009). The PAPS transporter PST-1 is required for heparan sulfation and is essential for viability and neural development in *C. elegans*. J. Cell Sci..

[142] Chen Q, Enbo MA, Behar KL, Xu T, Haddad GG (2002). Role of trehalose phosphate synthase in anoxia tolerance and development in *Drosophila melanogaster**. J. Biol. Chem..

[143] Mongan NP, Jones AK, Smith GR, Sansom MSP, Sattelle DB (2002). Novel α7-like nicotinic acetylcholine receptor subunits in the nematode *Caenorhabditis elegans*. Protein Sci..

[144] Patton A (2005). Endocytosis function of a ligand-gated ion channel homolog in *Caenorhabditis elegans*. Curr. Biol..

[145] Gendrel M, Rapti G, Richmond JE, Bessereau JL (2009). A secreted complement-control-related protein ensures acetylcholine receptor clustering. Nature.

[146] Boulin T (2012). Positive modulation of a Cys-loop acetylcholine receptor by an auxiliary transmembrane subunit. Nat. Neurosci..

[147] Chan JP, Hu Z, Sieburth D (2012). Recruitment of sphingosine kinase to presynaptic terminals by a conserved muscarinic signaling pathway promotes neurotransmitter release. Genes Dev..

[148] Sun L (2014). Acetylcholine promotes ROS detoxification against hypoxia/reoxygenation-induced oxidative stress through FoxO3a/PGC-1α dependent superoxide dismutase. Cell. Physiol. Biochem..

[149] Guest M (2007). The calcium-activated potassium channel, SLO-1, is required for the action of the novel cyclo-octadepsipeptide anthelmintic, emodepside *Caenorhabditis elegans*. Int. J. Parasitol..

[150] Hurd DD, Miller RM, Núñez L, Portman DS (2010). Specific α- and β-tubulin isotypes optimize the functions of sensory cilia in *Caenorhabditis elegans*. Genetics.

[151] Wang Z (2013). The EBAX-type cullin-RING E3 ligase and Hsp90 guard the protein quality of the SAX-3/Robo receptor in developing neurons. Neuron.

[152] Woo WM (2008). The *C. elegans* F-spondin family protein SPON-1 maintains cell adhesion in neural and non-neural tissues. Development.

[153] Schwarz V, Pan J, Voltmer-Irsch S, Hutter H (2009). IgCAMs redundantly control axon navigation in *Caenorhabditis elegans*. Neural Dev..

[154] Gu G, Caldwell GA, Chalfie M (1996). Genetic interactions affecting touch sensitivity in *Caenorhabditis elegans*. Proc. Natl. Acad. Sci. U. S. A..

[155] Han L (2013). Two novel DEG/ENaC channel subunits expressed in glia are needed for nose-touch sensitivity in *Caenorhabditis elegans*. J. Neurosci..

[156] Li Z (2012). Dissecting a central flip-flop circuit that integrates contradictory sensory cues in *C. elegans* feeding regulation. Nat. Commun..

[157] Tsuji N, Morales TH, Ozols VV, Carmody AB, Chandrashekar R (1999). Identification of an asparagine amidohydrolase from the filarial parasite *Dirofilaria immitis*. Int. J. Parasitol..

[158] Chen CC, Lim CY, Lee PJ, Hsu AL, Ching TT (2020). S-adenosyl methionine synthetase SAMS-5 mediates dietary restriction-induced longevity in *Caenorhabditis elegans*. PLoS ONE.

[159] Heby O (1981). Role of polyamines in the control of cell proliferation and differentiation. Differentiation.

[160] Gilad GM, Gilad VH (1991). Polyamines can protect against ischemia-induced nerve cell death in gerbil forebrain. Exp. Neurol..

[161] Ward JD (2014). Defects in the *C. elegans* acyl-CoA synthase, acs-3, and nuclear hormone receptor, nhr-25, cause sensitivity to distinct, but overlapping stresses. PLoS ONE.

[162] Wang F (2021). Saturated very long chain fatty acid configures glycosphingolipid for lysosome homeostasis in long-lived *C. elegans*. Nat. Commun..

[163] Bastiani CA, Gharib S, Simon MI, Sternberg PW (2003). *Caenorhabditis elegans* Gαq regulates egg-laying behavior via a PLCβ-independent and serotonin-dependent signaling pathway and likely functions both in the nervous system and in muscle. Genetics.

[164] Taha TA (2006). Loss of sphingosine kinase-1 activates the intrinsic pathway of programmed cell death: Modulation of sphingolipid levels and the induction of apoptosis. FASEB J..

[165] Menuz V (2009). Protection of *C. elegans* from Anoxia by HYL-2 ceramide synthase. Science.

[166] Watts JL, Ristow M (2017). Lipid and carbohydrate metabolism in *Caenorhabditis elegans*. Genetics.

[167] Teramoto T (2010). Magnesium excretion in *C. elegans* requires the activity of the GTL-2 TRPM channel. PLoS ONE.

[168] Tsunenari T (2003). Structure-function analysis of the bestrophin family of anion channels *. J. Biol. Chem..

[169] Wang Y (2013). Phylogenetic, expression, and functional analyses of anoctamin homologs in *Caenorhabditis elegans*. Am. J. Physiol..

[170] Goh KY, Inoue T (2018). A large transcribed enhancer region regulates *C. elegans* bed-3 and the development of egg laying muscles. Biochim. Biophys. Acta..

[171] Currie E (2007). Role of the *Caenorhabditis elegans* multidrug resistance Gene, mrp-4, in gut granule differentiation. . Genetics.

[172] Schroeder LK (2007). Function of the *Caenorhabditis elegans* ABC transporter PGP-2 in the biogenesis of a lysosome-related fat storage organelle. Mol. Biol. Cell.

[173] Kage-Nakadai E, Uehara T, Mitani S (2011). H+/myo-inositol transporter genes, hmit-1.1 and hmit-1.2, have roles in the osmoprotective response in *Caenorhabditis elegans*. Biochem. Biophys. Res. Commun..

[174] Pao SS, Paulsen IT, Saier MH (1998). Major facilitator superfamily. Microbiol. Mol. Biol. Rev..

[175] Romanelli-Credrez L, Doitsidou M, Alkema MJ, Salinas G (2020). HIF-1 has a central role in *Caenorhabditis elegans* organismal response to selenium. Front. Genet..

[176] Filipovic MR, Zivanovic J, Alvarez B, Banerjee R (2018). Chemical biology of H2S signaling through persulfidation. Chem. Rev..

[177] Diaz-Vivancos P, De Simone A, Kiddle G, Foyer CH (2015). Glutathione: Linking cell proliferation to oxidative stress. Free Radic. Biol. Med..

[178] Morimoto-Tomita M, Uchimura K, Werb Z, Hemmerich S, Rosen SD (2002). Cloning and characterization of two extracellular heparin-degrading endosulfatases in mice and humans *. J. Biol. Chem..

[179] Rose P, Moore PK, Zhu YZ (2016). H2S biosynthesis and catabolism: New insights from molecular studies. Cell. Mol. Life Sci..

[180] Qabazard B (2014). Hydrogen sulfide is an endogenous regulator of aging in *Caenorhabditis elegans*. Antioxid. Redox Signal..

[181] Cavanaugh CM, McKiness ZP, Newton ILG, Stewart FJ (2013). Marine chemosynthetic symbioses. Prokaryotes Prokaryotic Biol. Symbiotic Assoc..

[182] Grabherr MG (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat. Biotechnol..

[183] Cerveau N, Jackson DJ (2016). Combining independent de novo assemblies optimizes the coding transcriptome for nonconventional model eukaryotic organisms. BMC Bioinform..

[184] Fu L, Niu B, Zhu Z, Wu S, Li W (2012). CD-HIT: Accelerated for clustering the next-generation sequencing data. Bioinformatics.

[185] Huson DH, Auch AF, Qi J, Schuster SC (2007). MEGAN analysis of metagenomic data. Genome Res..

[186] Bryant DM (2017). A tissue-mapped axolotl De Novo transcriptome enables identification of limb regeneration factors. Cell Rep..

[187] Li B, Dewey CN (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[188] Robinson MD, McCarthy DJ, Smyth GK (2009). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[189] R Core Team (2020). R: A Language and Environment for Statistical Computing.

[190] Rapaport F (2013). Comprehensive evaluation of differential gene expression analysis methods for RNA-seq data. Genome Biol..

[191] Cantalapiedra CP, Hernandez-Plaza A, Letunic I, Bork P, Huerta-Cepas J (2021). eggNOG-mapper v2: Functional annotation, orthology assignments, and domain prediction at the metagenomic scale. Mol. Biol. Evol..

[192] Huerta-Cepas J (2019). eggNOG 5.0: A hierarchical, functionally and phylogenetically annotated orthology resource based on 5090 organisms and 2502 viruses. Nucleic Acids Res..

[193] Buchfink B, Reuter K, Drost HG (2021). Sensitive protein alignments at tree-of-life scale using DIAMOND. Nat. Methods.

[194] Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ (1990). Basic local alignment search tool. J. Mol. Biol..

[195] Harris TW (2020). WormBase: A modern model organism information resource. Nucleic Acids Res..

# Supplementary material for: Differential regulation of degradation and immune pathways underlies adaptation of the ectosymbiotic nematode Laxus oneistus to oxic-anoxic interfaces
**Source:** Sci Rep. 2022 Jun 13;12:9725. doi: 10.1038/s41598-022-13235-9
**Supplement:** Supplementary file 8 — Supplementary Information 3.

**Differential regulation of degradation and immune pathways underlie adaptation of an ectosymbiotic nematode to hypoxic-anoxic interfaces**

**Supplemental Materials and Methods**

Paredes et al.

***Olavius algarvensis* transcriptome analysis.** For transcriptomic analyses of *O. algarvensis*, RNA sequences were obtained from 12 individuals collected from Sant’ Andrea bay off the island of Elba (42°48'31"N / 10°08'33"E). Six animals were incubated in anoxic artificial seawater in gas-tight serum bottles for 24 hours before fixed in RNAlater (anoxic treatment). Separate six animals were incubated first in anoxic artificial seawater for 24 hours and subsequently incubated in oxygenated artificial seawater for 12 hours before fixation (oxic treatment). RNA was separately extracted from the 12 individuals with the AllPrep DNA/RNA kit (Qiagen), following the default protocol with a 3 min bead-beating step at 20 Hz. Their cDNA was synthesized with the Ovation RNA-Seq System (NuGEN Technologies Inc., Redwood City, CA) and sheared with the Covaris untrasonicator (Covaris, Woburn, MA). Sequencing libraries were prepared with the NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA), targeting the insert size of 250 bp. Paired-end metatranscriptomic reads of approximately 6 giga bases (100 bases x 2; 30 million read pairs) per sample were generated, using the HiSeq2500 System (Illumina) at the Max-Planck-Genome-Centre Cologne.

A transcriptomic reference of *O. algarvensis* was generated by *de novo* co-assembly of the metatranscriptomes from the 12 individuals. Raw sequences were first de-contaminated from residual Illumina adapters and PhiX sequences and quality-filtered, using bbduk (BBTools; https://jgi.doe.gov/data-and-tools/bbtools/). Sequencing errors were corrected using SEECER (Le et al. 2013). Sequences of *O. algarvensis* mitochondrial genome (mtDNA) and symbiotic bacteria, any ribosomal RNA (rRNA) and DNA contaminants (e.g., *Drosophila sp*.) were removed using bbmap (BBTools). Mapping references were mtDNA and symbiont genomes in *O. algarvensis* (Woyke *et al*. 2006, Sato *et al*. 2020), rRNA sequences from sortMeRNA database (Kopylova et al. 2012), and the *Drosophila melanogaster* genome (GenBank assembly accession: GCA_000001215.4). Reads were assembled using Trinity v2.4.0 (Grabherr et al. 2011). Contigs shorter than 600 bases and with less than 4× coverage were removed to minimize the assembly artifact. Contigs without open reading frames (ORFs) were further removed using TransDecoder v3.0.1 (Haas et al. 2013). To remove contaminating viral, bacterial, archaeal and contaminating eukaryotic (e.g. Cnidaria, Viridiplantae) sequences, taxonomic affiliations of contigs were identified using DIAMOND blastx search v0.8.36.98 (Buchfink et al. 2015) against the NCBI-nr protein database (https://www.ncbi.nlm.nih.gov/; accessed 2018 February), and contigs assigned to Bilateria were exported using MEGAN v6.19.6 (Huson et al. 2007). Redundant contigs due to isoforms and allelic variations were removed with Corset v1.06 (Davidson and Oshlack 2014), with the anoxic vs. oxic treatments used as a grouping factor to differentiate paralogs. Only the longest contigs per gene were kept based on Trinity isoform tags. Completeness of the final transcriptomic assembly was scored at 73.9% with BUSCO v2.01 (Simão et al. 2015) using the metazoan single copy orthologous gene database (odb9). Functional annotation was performed with Blast2GO using OmicsBox v1.4.12 (BioBam Bioinformatics, Valencia) with NBCI-blast against the nr_v5 database and InterPro scan against GO mapping v2019.06.
 For gene expression analyses of the 12 *O. algarvensis* individuals treated with the anoxic and oxic treatments above (n = 6 each), the quality controlled sequences were mapped against the transcriptomic reference using RSEM v1.3.1 (Li and Dewey 2011). The TPM values were analyzed as described in the main document. As gene expression profiles were not clustered based on the treatment (data not shown), the log_2_TMP values were averaged across all the individuals, and the top 100 expressed gene categories were identified.

**Proteomics on *L. oneistus*.** Sample collection and preparation of *L. oneistus* pellets for proteomics, as well as the proteins extraction procedure followed by LC-MS/MS analysis were described previously (Paredes et al., 2021)

**Protein identification and quantification***.* The database for protein identification was constructed as described previously (Paredes et al., 2021), but with optimized host sequences derived from host transcriptome *de novo* assembly (see main text), and contained 21,721 *L. oneistus* host proteins, 5,145 *Ca*. T. oneisti proteins (JAAEFD000000000), and a set of 42 common laboratory contaminants. In this way, 2,626 host proteins and 1,348 symbiont proteins were identified in total. Data S1 indicates all identified host proteins in the column “Proteome detection” (Column AB). Relative abundance of identified proteins was calculated from total spectrum counts as normalized spectral abundance factor (%NSAF) values – giving the percentage of each protein relative to all proteins in the respective sample (Florens et al., 2006), and as %OrgNSAF, giving a protein’s percentage relative to all host proteins in the respective sample (Mueller et al., 2010). %OrgNSAF values are listed in Data S1 (columns AI and AJ).

**Intact polar lipid extraction and analysis.** Sample collection and preparation of *L. oneistus* pellets for lipidomics, as well as lipid extraction from the nematodes were described previously (Paredes et al., 2021). Modifications on the latter are described next.

Briefly, pelleted nematodes were taken up in 1.5 ml 0.2 µm filtered seawater and 0.5 ml were transferred to 2 ml glass vials obtaining three analytical replicates. Nematodes were then pelleted by centrifugation and d17:1/12:0 sphingosylphosphoethanolamine (SPE; Sigma-Aldrich, 50 nM final concentration) added as internal standard. Lipids were extracted using LC-MS grade methanol, HPLC-grade chloroform (both Sigma-Aldrich) and Milli-Q water. After phase separation the lipid-containing chloroform phase was dried under nitrogen gas on a Techne Sample Concentrator. Lipids were re-suspended in 1 ml of acetonitrile: 10 mM ammonium acetate (pH 9.2) at a 95:5 (v:v) ratio. Samples were analyzed by liquid chromatography mass spectrometry (LC-MS) as follows: Five μl lipid extract were injected onto a Dionex UltiMate 3000RS UHPLC (Thermo Fisher Scientific) and separated on a hydrophilic interaction column (XBridge BEH amide XP column, Waters) according to their polar headgroup. The column was maintained at 30°C with a flow rate of 150 µl min^-1^. Samples were separated by a 15 min gradient from 95% (v:v) acetonitrile (Solvent A) to 30% (w:v) 10 mM ammonium acetate (pH 9.2, Solvent B) with 10 min equilibration between samples. Sample detection was carried out on an amaZon SL quadrupole ion trap MS (Bruker) in both positive and negative ion mode and fragmentation performed by the autoMS^n^ function in Compass HyStar (Bruker). We used the Bruker Compass software package for lipid data analysis: DataAnalysis for peak detection and lipid identification, and QuantAnalysis for quantification against the internal standard SPE. Peak integration was manually corrected where necessary. The abundance of each lipid was normalized against the internal standard SPE and expressed as relative abundance.

**Sample preparation and analysis for metabolomics.** Batches of 25 *Laxus oneistus* were extracted from the sand as described in Paredes et al., 2021. Sample collection to create triplicates lasted around 2 h, whereby the samples were always exposed to atmospheric oxygen. We aimed at comparing the metabolites present in the holobiont (*L. oneistus* and its ectosymbiont) and in the symbiont fraction (the dissociated bacteria). For the latter *Ca.* T. oneisti was dissociated from the nematodes by subjecting them to sonication for 1 min in 2 ml of seawater. The 2 ml nematode-free, ectosymbiont suspension was then centrifuged for 1 min at 14 000 x g to obtain *Ca.* T. oneisti pellets. Ectosymbiont and holobiont pellets were fixed in 500 µL of methanol and flash-frozen in liquid nitrogen and transported and stored at ‑80°C until further processing. Note that one biological replicate of the holobiont fraction was lost during transportation (Table S1).

For metabolite detection and quantification a gas-chromatography- mass spectrometry method was used. Nematode tissue or symbiont cells where separately extracted with an acetonitrile: methanol: water mixture as described previously (Liebeke and Bundy,2012) including a mechanical disruption of cells with ceramic beads in a bead beater (2x 30 sec, 4 m*s, Precellys, Bertin Instruments). The extracts where dried and later derivatized for GC-MS analysis (Liebeke and Puskás, 2019). The GC-MS analysis and metabolite identification was performed as described in Koch et al 2020). An in-house metabolite database of pure chemical standards was used for the identification and qualification of selected compounds.

**Data availability**. 'The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository (https://www.ebi.ac.uk/pride/) with the data set identifier PXD017709.

**Supplemental References**

1. Le, H. S., Schulz, M. H., McCauley, B. M., Hinman, V. F., & Bar-Joseph, Z. (2013). Probabilistic error correction for RNA sequencing. Nucleic acids research, 41(10), e109-e109.
2. Woyke, T., Teeling, H., Ivanova, N. N., Huntemann, M., Richter, M., Gloeckner, F. O., ... & Dubilier, N. (2006). Symbiosis insights through metagenomic analysis of a microbial consortium. Nature, 443(7114), 950-955.
3. Sato, Y., Wippler, J., Wentrup, C., Ansorge, R., Sadowski, M., Gruber-Vodicka, H., ... & Kleiner, M. (2021). Fidelity varies in the symbiosis between a gutless marine worm and its microbial consortium. bioRxiv.
4. Kopylova, E., Noé, L., & Touzet, H. (2012). SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. Bioinformatics, 28(24), 3211-3217.
5. Grabherr, M. G., Haas, B. J., Yassour, M., Levin, J. Z., Thompson, D. A., Amit, I., ... & Regev, A. (2011). Trinity: reconstructing a full-length transcriptome without a genome from RNA-S*eq data.* Nature biotechnology, 29(7), 644.
6. Haas, B. J., Papanicolaou, A., Yassour, M., Grabherr, M., Blood, P. D., Bowden, J., ... & Regev, A. (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nature protocols, 8(8), 1494-1512.
7. Buchfink, B., Xie, C., & Huson, D. H. (2015). Fast and sensitive protein alignment using DIAMOND. *Nature methods*, *12*(1), 59-60.
8. Huson, D. H., Auch, A. F., Qi, J., & Schuster, S. C. (2007). MEGAN analysis of metagenomic data. Genome research, 17(3), 377-386.
9. Davidson, N. M., & Oshlack, A. (2014). Corset: enabling differential gene expression analysis for de novo assembled transcriptomes. Genome biology, 15(7), 1-14.
10. Simão, F. A., Waterhouse, R. M., Ioannidis, P., Kriventseva, E. V., & Zdobnov, E. M. (2015). BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. Bioinformatics, 31(19), 3210-3212.
11. Li, B., & Dewey, C. N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC bioinformatics, 12(1), 1-16.
12. Florens, L., Carozza, M. J., Swanson, S. K., Fournier, M., Coleman, M. K., Workman, J. L., & Washburn, M. P. (2006). Analyzing chromatin remodeling complexes using shotgun proteomics and normalized spectral abundance factors. Methods, 40(4), 303-311
13. Mueller, R. S., Denef, V. J., Kalnejais, L. H., Suttle, K. B., Thomas, B. C., Wilmes, P., ... & Banfield, J. F. (2010). Ecological distribution and population physiology defined by proteomics in a natural microbial community. Molecular systems biology, 6(1), 374.
14. Paredes, G. F., Viehboeck, T., Lee, R., Palatinszky, M., Mausz, M. A., Reipert, S., ... & König, L. (2021). Anaerobic sulfur oxidation underlies adaptation of a chemosynthetic symbiont to oxic-anoxic interfaces. mSystems, 6(3), e01186-20.
15. Liebeke, M., & Bundy, J. G. (2012). Tissue disruption and extraction methods for metabolic profiling of an invertebrate sentinel species. Metabolomics, 8(5), 819-830.
16. Liebeke, M., & Puskás, E. (2019). Drying enhances signal intensities for global GC–MS metabolomics. Metabolites, 9(4), 68.
17. Koch, E. J., Moriano-Gutierrez, S., Ruby, E. G., McFall-Ngai, M., & Liebeke, M. (2020). The impact of persistent colonization by Vibrio fischeri on the metabolome of the host squid Euprymna scolopes. Journal of Experimental Biology, 223(16), jeb212860.
18. Vizcaíno, J. A., Côté, R. G., Csordas, A., Dianes, J. A., Fabregat, A., Foster, J. M., ... & Hermjakob, H. (2012). The PRoteomics IDEntifications (PRIDE) database and associated tools: status in 2013. Nucleic acids research, 41(D1), D1063-D1069.
19. Perez-Riverol, Y., Csordas, A., Bai, J., Bernal-Llinares, M., Hewapathirana, S., Kundu, D. J., ... & Vizcaíno, J. A. (2019). The PRIDE database and related tools and resources in 2019: improving support for quantification data. Nucleic acids research, 47(D1), D442-D450.

# Supplementary material for: Differential regulation of degradation and immune pathways underlies adaptation of the ectosymbiotic nematode Laxus oneistus to oxic-anoxic interfaces
**Source:** Sci Rep. 2022 Jun 13;12:9725. doi: 10.1038/s41598-022-13235-9
**Supplement:** Supplementary file 13 — Supplementary Legends.

**SUPPLEMENTARY FIGURE, VIDEO AND MATERIAL LEGENDS**

**Figure S1. Experimental conditions, sample similarity and differential expression.** (A) Experimental setup was previously described (Paredes et al. 2021). Briefly, nematodes were subjected for 24 h to the following conditions: anoxic with sulfide (0 mM O_2_ and 25 mM sodium sulfide added at T0; AS), anoxic without sulfide (0 mM O_2_ A), hypoxic (<60 mM O_2_ at the end of the incubation, H), and oxic (>100mM O_2_ at end of the incubation; O). The box around the anoxic incubation vials illustrates that these incubations were carried out in a polyethylene glove bag. (B) Similarity between transcriptome samples based on Euclidean distances between expression values (log_2_TPM), and visualized by means of multidimensional scaling. (C) Differential gene expression (DE) analysis between incubations. Genes were considered differentially expressed if their expression changed 1.5-fold with a false-discovery rate (FDR) of ≤ 0.05. Maximal differential expression of all expressed genes (4.8%) was between the H and the AS condition.

**Figure S2. Statistical analysis, relative transcript abundance and expression levels of the top 100 detected proteins of *L. oneistus* across all conditions.** (A) Relative protein abundance (%) of the top 100 detected proteins present in a particular manually curated functional category. The top 100 proteins were collected by averaging the expression values across all replicates of all incubations (Figure S1A, Data S2). Functional classifications were extracted from UniProt and from comprehensive literature search focused mainly on *C. elegans,* and confirmed with the automatically annotated eggNOG classification (Data S1). (B) Median gene expression levels of selected *L. oneistus* manually annotated functional categories of the top 100 expressed proteins. Each dot represents the average %OrgNSAF per protein across all replicates of all incubations. Note that some categories were created with genes of overlapping functions (e.g., cytoskeleton/locomotion/nervous system). All protein names (or locus tags for unidentified protein names) are listed in Data S2.

**Figure S3. Transcriptomics versus proteomics comparison.** (A) Scatter plot of per-gene averaged log_2_TPM and orgNSAF% values (Data S1) of the oxic and anoxic incubations for the transcriptome (x axis) and proteome (y axis), respectively. Spearman correlation between transcriptome and proteome is displayed as a red line (ρ = 0.4, *p*-value < 0.01). (B) Automatic classification of all identified transcripts and proteins based on their functional EggNOG category.

**Figure S4.** **Relative transcript abundance and expression levels of the top 100 expressed genes of *O. algarvensis* across all conditions.** (A) Relative transcript abundance (%) of the top 100 expressed genes with a manually curated functional category. The top 100 expressed genes were collected by averaging the expression values (log_2_TPM) across all replicates of all incubations (for details on the incubations see Paredes et al., 2021). Functional classifications were extracted from UniProt and from comprehensive literature search focused mainly on *C. elegans*). (B) Median gene expression levels of selected *O*. *algarvensis* manually annotated functional categories of the top 100 expressed genes. Metabolic processes include both differentially and constitutively expressed genes. Each dot represents the average log_2_TPM value per gene across all replicates of all incubations.

**Figure S5. *L. oneistus* lipid composition in anoxic and oxic conditions after 24 h.** Major lipid classes and their abundance relative to all lipids detected. For details on methodology see Supplementary Information 3.

**Table S1.** Metabolites detected in at least two biological replicates of either the holobiont fraction (*Laxus oneistus* and its ectosymbiont) or in the symbiont fraction (see Supplementary Information 3). RT: retention time. Area: area of a peak from a specific compound detected in the GC-MS chromatograms. Grey boxes: no metabolites detected. Blank boxes: unknown metabolites that are either below the detected threshold (< 700) or might be products of derivatization reagents. Cholestane and ribitol were used as internal standards.

**Data S1.** *Laxus oneistus* genes, functional annotations, transcript and protein expression.

**Data S2**. *Laxus oneistus* top 100 expressed genes (based on RNA-Seq) and proteins (based on proteomics).

**Supplemental video 1.** A batch of 50 *Laxus oneistus* after 6 days in anoxic seawater.

**Supplemental video 2.** A batch of 50 *Laxus oneistus* at the beginning (T0) of the incubations.

**Supplemental video 3.** A batch of 50 *Laxus oneistus* after 1 day (T24 h) in anoxic sulfidic seawater (0 % air saturation, 25 µM H_2_S).

**Supplemental video 4.** A batch of 50 *Laxus oneistus* after 1 day (T24 h) in oxic seawater (87 % air saturation, 0 µM H_2_S).

How the deposited data were processed for this re-analysis (not part of the article)

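Batches of 50 *L. oneistus* were incubated for 24 h under O (100% air saturation), H (30%), A (0%) or AS (0%, with under 25 µM sulfide according to the paper and 11 µM according to the sample labels), and the rRNA-depleted RNA of each batch was sequenced. There were 6 O, 3 H, 4 A and 3 AS libraries, and each was taken as a replicate of the condition its label gives. The labels number the A libraries 1, 2, 3 and 5, whereas Data S1 numbers them 1 to 4. The authors removed symbiont reads, assembled the transcriptome *de novo*, mapped the reads to 27984 transcripts with bowtie2 and estimated counts with RSEM. The values used here are these expected counts, which are not normalized for depth or length. Library totals ranged from 9032241 to 18627740 with a median of 14861542. No genome, annotation or transcript length was used, so levels are CPM (edgeR's cpm function after TMM scaling) and not TPM, and gene names are only those that Data S1 and Data S2 list. The copy of Data S1 used here holds the first 1129 of 27984 transcripts, so it served only to look up single genes and no set was tested with it. Proteome and lipid data were not analysed here.

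Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Transcripts with at least 10 reads in at least 3 replicates of a condition were tested, 17324 in A, AS and H and 19093 with O included. After TMM scaling, edgeR's quasi-likelihood F-test was fitted with a mean per condition, to the 10 libraries of A, AS and H for comparisons among these conditions and to all 16 for comparisons with O. A transcript was called at a Benjamini-Hochberg FDR of at most 0.05 and a change of at least 1.5-fold, the limits of the paper's methods. The paper names edgeR v3.28.1, and its text does not name the test. Distances between libraries were Euclidean on log2 CPM with a prior count of 2. Each library's mean distance to its own condition entered a two-sided exact permutation test of these fixed means, which are not independent. Functional categories of Data S2 with at least 3 members were compared with limma's camera at a preset correlation of 0.01 on voom weights, and again with an estimated correlation and with fry. The share of AS-H calls with the same direction in A-H was set against 20 simulations of unchanged groups that share the H libraries. The calling was tested on simulated data, in which 200 transcripts above the median level were changed by 1 or 2 log2 units. Between 3.17% and 6.78% of the calls were false.

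The comparisons, tests, limits, alternatives and the rule for naming genes were chosen before the data were examined, unless the text says otherwise. By that rule, the genes named are those that the paper names and that Data S2 or the used part of Data S1 pair with a locus tag, those that this part of Data S1 marks as differentially expressed, and the 2 largest rises and the 2 largest falls between AS and H among called transcripts without overlap and with at least 10 reads in every library of the higher group. The values of these tables were seen when the rule was written. Loci named only in the figures are summarised, as are the other members of a category. The alternatives were DESeq2's size factors, upper-quartile scaling and total counts in place of TMM, no filter on low counts and stricter or looser filters, DESeq2, edgeR's likelihood ratio and exact tests, no limit on the fold change and a test against it, fits of only the compared groups or of all libraries, the replicate number as a block, and each replicate of the compared conditions left out in turn. After the data were seen, fits without A replicates 3 and 5, without each A replicate and each pair of them between AS and H, with a term for the libraries with additional transcripts, within the 11 libraries without them and without these transcripts were added. The libraries with additional transcripts were found as those above the largest gap in the number of transcripts with reads after thinning every library to 9032239 counts. The splits of libraries into other groups were all run where there were fewer than 40, and 40 were drawn for each comparison with O. Changes of 1 log2 unit were often not recovered in the simulated counts with 3 or 4 libraries per condition. Smaller changes, and changes in transcripts below the median level, were not simulated.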

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

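All tests in this part were chosen only after the results they address were seen.

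For 5 measures in the A and O libraries, 10 groups in all, the highest or lowest library was compared with the rest of its condition, and 2 stood apart, where chance gives about 1 in 20. The H and AS libraries, with 3 per condition, were not tested, although H replicate 1 had the highest share of the 16 libraries for the 10 most abundant transcripts (8.042%) and for the 100 transcripts of Data S2 (19.31%, against 15.63% in both other H libraries). In O replicate 1, the 10 most abundant transcripts took 7.565% of the counts, against 5.375% to 6.094% in the 5 other O libraries, a gap of 0.672 of the range within O, above Dixon's critical value. Thinning to equal depth leaves a share as it is by construction (gap 0.668), so depth was not tested by it. TRINITY_DN95867_c2_g1_i1_9dedup, without similarity in Data S2, took 1.75% of the counts in this library and 0.53% to 0.858% in the others. Without it the share was 6.41% against 5.054% to 5.909%, a gap of 0.37, but the transcript was chosen for its excess, so this decides nothing on the cause. Why it was higher in this library was not tested, and no biological explanation was tested, since the library has the same condition as the other O libraries.

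In A replicate 5, the 100 transcripts of Data S2 took 16.93% of the counts, against 15.03% to 15.18% in the 3 other A libraries, a gap of 0.921 of the range within A, above Dixon's critical value. The gap at equal depth (0.927) is no test of depth for a share either. The *nduo-4*-like transcript TRINITY_DN93105_c1_g2_i1_9dedup took 1.68% of the counts there and 0.699% to 1.1% in the others. Without it A replicate 5 was still the highest, at 15.51% against 14.22% to 14.5% (gap 0.78), and as this transcript too was chosen for its excess, the explanation stays open. No biological explanation was tested within the condition.

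Transcripts outside those the paper discusses gave a signal in 5 libraries. In A replicates 3 and 5 and O replicates 2, 3 and 5, 5499 transcripts with fewer than 10 reads in the 11 other libraries together took 0.569% to 1.45% of the counts, against at most 0.00453% in each of the 11. Of these transcripts, 5492 (99.9%) carry the tag of the 9-input assembly in their name, as 78.8% of all transcripts do. At full depth the 5 libraries had 1432 to 4076 transcripts without reads and the 11 others 6462 to 10252. Depth is argued against, since the total counts of the 5 libraries (10305845 to 16110347) lay within those of the 11 others (9032241 to 18627740). At 9032239 counts per library the 5 libraries had reads on 23580 to 25918 transcripts and the 11 others on 17570 to 20832. The 5 libraries were chosen by this gap of 2748, so the gap itself is no test of depth. The incubation condition is argued against by A, where the lower share of replicates 3 and 5 (1.14%) was 45.5 times the higher share of replicates 1 and 2 (0.0249%), each on transcripts chosen without that library. Reads of common transcripts assigned to near-identical copies would follow the depth of all libraries, but the share in the 11 libraries was at most 0.0515 of that in the 5. A source of RNA shared by the 5 libraries is consistent with the Spearman correlation across transcripts of each library's reads with the mean of the other 4, at least 0.658 on transcripts chosen without that library. Such a source could be another organism, another stage or tissue of the nematode, or RNA that entered during the preparation of these libraries, and these were not tested, as the annotation used here covers 1129 transcripts. The labels give no dates or batches.

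Signal outside the genes that the paper discusses also appeared in the H libraries, where 8 transcripts had reads in all 3, at least 721 reads together in each, and 0 reads in the 13 other libraries, which allows up to 3 counts. The *C13A6.1* match is among them, with TRINITY_DN41100_c0_g1_i1_9dedup and TRINITY_DN17260_c0_g1_i1_9dedup, and the paper lists the first as higher in H in Data S1. Chance is argued against, since of all 560 sets of 3 libraries no other set held more than 2 such transcripts, apart from the 10 sets that lie wholly within the 5 libraries with additional transcripts, which held up to 7. The share of a transcript's H reads that lay in replicate 1 ran from 13.1% to 53%, a ratio of 0.248, which does not decide on a source, as the profile of a source was not measured. RNA from 1 or more other sources in the hypoxic incubations and transcripts of the nematode that are expressed under H alone cannot be told apart with 3 libraries and so few reads.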

How the results depend on the processing

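The fits without A replicates 3 and 5, with a batch term for the libraries with additional transcripts, within the 11 libraries without them and without the additional transcripts were chosen only after the data were seen, as was the check of the replicate numbers.

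Between AS and H, 343 transcripts were past the limits. The count stayed within 1.5 times that number with DESeq2's size factors (350), upper-quartile scaling (318), total counts as the only scaling (399), at least 10 reads in every library (508), no fold limit (348) and all 16 libraries (381). Total counts moved the share of calls higher in AS from 46.6% to 58.1%. The count was 103 with no filter (53 higher in AS, 50 higher in H), 1300 with DESeq2 (718 and 582), 1023 with edgeR's likelihood ratio test (558 and 465), 991 with its exact test (536 and 455), 20 with its test against a 1.5-fold change (4 and 16) and 524 with the AS and H libraries alone (300 and 224), and at least 10 reads in every library gave 241 higher in AS. The test against a 1.5-fold change asks for more than the limit on the estimate by its construction, and for the others the cause was not tested. Leaving out each AS or H replicate gave 0 to 620 calls, 0 to 394 higher in AS and 0 to 226 higher in H. The count was 0 without AS replicate 1 (2504 at an unadjusted p under 0.05) or AS replicate 3 (2487), 4 without H replicate 1, 45 without H replicate 3 and 620 without AS replicate 2 by edgeR's quasi-likelihood test, so it depends on single libraries. Without A replicates 3 and 5 there were 779 calls (431 and 348), and with the batch term 640 (345 and 295). None of the 9 other splits of these 6 libraries gave a call in edgeR's quasi-likelihood test, but 10 splits are too few to exclude chance, so by this count the real grouping (1 of 10 as large) cannot be told apart from chance. In 20 simulations of unchanged groups with the spread that edgeR estimated, 2 to 10 transcripts were called.

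Between A and H (18), the count was 4 with no filter, 9 with at least 10 reads in every library, 137 with DESeq2, 137 with the likelihood ratio test, 117 with the exact test and 9 with the A and H libraries alone, and 17 with total counts, 12 in the test against 1.5-fold and 17 with all 16 libraries. It was 9 without A replicates 3 and 5 and 8 with the batch term. Of the 18, 7 were higher in A and 11 in H, but the balance turned round with DESeq2 (90 and 47), the likelihood ratio test (88 and 49), the exact test (71 and 46), the replicate number as a block (14 and 10), at least 10 reads in every library (5 and 4) and without A replicate 1 (17 and 9). Leaving out a replicate gave 0 to 26, with 0 without H replicate 1 (1034 at an unadjusted p under 0.05, edgeR's quasi-likelihood test), 2 without H replicate 3, 4 without A replicate 2 and 7 without A replicate 3. Of all 35 splits, 2 gave as many calls, so chance is not excluded, and the largest other count was 150 for A replicates 2, 3 and 5 with H replicate 3. Between A and AS (0 in edgeR's quasi-likelihood test, 2358 at an unadjusted p under 0.05), the count was 6 with total counts, 7 with at least 10 reads in every library, 442 with DESeq2, 341 with the likelihood ratio test, 291 with the exact test, 6 with all 16 libraries and 8 without A replicates 3 and 5. Leaving out a replicate gave 0 to 140, with 140 without A replicate 5, 12 without A replicate 1 and 6 without A replicate 2. All 35 splits gave as many, as a count of 0 must, so this says nothing on chance, and the largest was 716. For these comparisons the cause was not tested.

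Between O and H, 0 were called by edgeR's quasi-likelihood test (2472 at an unadjusted p under 0.05), also without any replicate and within the 11 libraries (934), whereas DESeq2 called 127, the likelihood ratio test 30 and the exact test 28. All 40 drawn splits gave as many, which again says nothing on chance, and the largest other count was 13. Between O and A (25), the count was 10 with no filter, 79 with DESeq2, 64 with the likelihood ratio test, 62 with the exact test, 1 in the test against 1.5-fold and 2 with the O and A libraries alone. Leaving out a replicate gave 2 to 25, with 2 without A replicate 1, A replicate 3 or O replicate 3, 3 without A replicate 2, 5 without O replicate 5, 10 without O replicate 4 and 11 without A replicate 5 or O replicate 2. Within the 11 libraries without additional transcripts, 0 were called (1042 at an unadjusted p under 0.05), with the batch term 18 and without the additional transcripts 25. Of 40 drawn splits, 4 gave as many, so chance is not excluded, and the largest other count, 1412, came from the split that places all 5 libraries with additional transcripts together. Between O and AS (109), the count was 175 with at least 10 reads in every library, 567 with DESeq2, 307 with the likelihood ratio test, 284 with the exact test and 9 in the test against 1.5-fold, and 11 within the 11 libraries, 144 with the batch term and 144 without the additional transcripts. More were higher in AS than in O (66 and 43) in every setting apart from DESeq2 (197 and 370). Leaving out a replicate gave 13 to 198, with 13 without AS replicate 3, 39 without AS replicate 1, 70, 71 and 72 without O replicates 2, 3 and 5 and 198 without O replicate 6. No other of 40 drawn splits gave as many (1 of 40 as large), and the largest other count was 0. This argues against chance for this comparison, but no allowance was made for the other comparisons checked in this way, so chance is not excluded. Fewer libraries remain when 1 is left out or 11 are used, and otherwise the cause was not tested.

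With the replicate number as a block, the counts were 804 between AS and H (424 and 380), 24 between A and H, 127 between A and AS, 2 between O and H, 4 between O and A and 435 between O and AS. The labels do not say that equal numbers belong together. The paper reports several field trips and replicate incubations begun at the same time, but its text gives no pairing by number. In 9 pairs of libraries with the same number, the residuals correlated across genes between -0.161 and 0.267. The correlations were 0.121, -0.0765 and -0.161 for the pairs of AS and H and 0.218, 0.0978 and 0.251 for those of A and H. The median of the 9 was 0.0978, against -0.0138 for 24 pairs with different numbers, so whether equal numbers share an origin stays open, and the samples were not treated as paired.

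The share of AS-H calls with the same direction in A-H (95.9%) was 72.2% over all tested transcripts, where unchanged simulated groups gave 69.4% to 70.7% (Spearman correlation across them 0.531, simulated 0.525 to 0.547), and stayed between 86.8% and 100% in the other alternatives that gave calls. It has no value without AS replicate 1 or 3 or at an FDR of 0.01, where no transcript was called. The number of expressed transcripts and the overlap with the 100 genes of Data S2 stayed within 1.5 times in every alternative. The larger distance of the O libraries to their own condition (33.2) kept its direction in all alternatives and was between 15.1 and 42.9 with a replicate left out. It passed the threshold without A replicate 5 (42.2, two-sided exact permutation test, p = 0.021) and, of the replicates left out, was lowest without O replicate 6 (15.1, p = 0.433 in the same exact test), and without the additional transcripts it was 13.1.

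For the categories of Data S2 between AS and H, translation (camera FDR 0.00199) was past the threshold in all alternatives except an estimated correlation (0.639), fry (0.293) and leaving out AS replicate 1 (0.0638), with 7.18e-06 to 0.0638 over the replicates left out. Hypothetical proteins (0.043) were not past it with an estimated correlation (0.289) or fry (0.0521), nor without AS replicate 1 (0.0798), AS replicate 2 (0.0632) or H replicate 2 (0.0694), over a range of 0.0216 to 0.0798. By construction, the first replaces the preset correlation between genes by an estimate, and fry tests a set without comparing it with the other genes. Development and cell adhesion (0.0522) was past it with total counts (0.0361), no filter (0.0131), the replicate block (0.0265) and without AS replicate 3 (0.0306) or H replicate 2 (0.011), over 0.011 to 0.185, and not with an estimated correlation (0.303) or fry (0.0521). The direction turned for unknown function without AS replicate 2 (0.819) and without H replicate 1 (0.716; 0.253 to 0.819 over all replicates left out), for the cytoskeleton without H replicate 1 (0.812), and for the log2 fold change of *ftt-2* without AS replicate 1 (0.00725) and H replicate 1 (0.0831), which ran from -0.182 to 0.0831 over the replicates left out, none of which was past a threshold. The cause was not tested. Of 10 splits of the AS and H libraries, 8 gave at least 2 categories, with up to 4, so these category calls cannot be told apart from chance.

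Among named transcripts, every called fold change kept its direction in all alternatives, while the plasminogen-like transcript lost its call in 3 of 19, the *eef-1A.2* locus of Data S1 in 9 of 19 and the abundant *ifb-1* locus in 6 of 19. In simulated counts, 39.5% to 70% of changes of 1 log2 unit were recovered over the comparisons and 98.5% to 100% of changes of 2 units. These changes were in transcripts above the median level. Changes near 1 unit were thus often not detected with this depth and number of libraries, and lower transcripts were not covered. For the *unc-54* loci, the polyubiquitin copies after the first and genes given only as levels or in a tally, the alternatives for single genes were not run.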

Differences from the paper's values

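The fits without A replicates 3 and 5, those without other A replicates between AS and H, and those with a batch term, within the 11 libraries without additional transcripts or without these transcripts were chosen only after the values were seen, and all other settings were set before the data were examined.

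The paper counts predicted protein-encoding genes, of which 16526 were expressed. Here 17324 expressed transcripts were tested without that restriction, so the tested sets differ. Between AS and H, 343 transcripts were past the limits here, and the paper's value is 787. Of 19 settings set before the data were examined, 4 came within 1.5 times of it, namely edgeR's likelihood ratio test (1023), its exact test (991), the replicate number as a block (804) and leaving out AS replicate 2 (620), and 15 did not. For transcripts higher in AS, the values are 160 here and 434 in the paper, with 5 of 19 settings within 1.5 times, the likelihood ratio test (558), the exact test (536), the AS and H libraries alone (300), the block (424) and leaving out AS replicate 2 (394), and 14 not. For transcripts higher in H, they are 183 here and 353 in the paper, with 4 of 19 settings within 1.5 times, at least 10 reads in every library (267), the likelihood ratio test (465), the exact test (455) and the block (380), and 15 not. Fits chosen after seeing the values gave 779 (431 higher in AS, 348 higher in H) without A replicates 3 and 5 and 640 (345 and 295) with the batch term. They gave 820 (468 and 352) without A replicate 5, 720 (395 and 325) without A replicates 1 and 5, and 559 (291 and 268) without A replicates 2 and 5. All 5 are within 1.5 times of the paper's values, and the 6 other fits that leave out 1 or 2 A replicates, with 83 to 454, are not. These 5 fits drop 1 of the 3 genes that the used part of Data S1 calls between AS and H, *acr-16*-like, as does every other setting run apart from DESeq2 (FDR 0.131 in the fit reported here, 0.0603 with the likelihood ratio test and 0.0702 with the exact test).

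Between A and H, 18 transcripts were past the limits here, and the paper's value is 8. Of 20 settings, 4 came within 1.5 times of it, at least 10 reads in every library (9), the test against a 1.5-fold change (12), the A and H libraries alone (9) and leaving out A replicate 3 (7), and 16 did not. Fits chosen after seeing the values gave 9 without A replicates 3 and 5 and 8 with the batch term. Both drop the only gene that the used part of Data S1 calls between A and H, *C13A6.1* (FDR 0.0624 and 0.109). Of the 4 settings above, leaving out A replicate 3 also drops it (FDR 0.0544). At least 10 reads in every library excludes it, as it had 0 reads in A. The test against a 1.5-fold change (FDR 0.0376) and the A and H libraries alone (FDR 0.0466) keep it. For O against A, the paper's value is 0 and 25 were past the limits here, and for O against AS the paper's value is 0 and 109 were past the limits here. None of the 22 settings for O against A and of the 21 for O against AS reached 0. Within the 11 libraries without additional transcripts, a setting chosen after seeing the values, edgeR's quasi-likelihood test called 0 between O and A (1042 at an unadjusted p under 0.05) and 11 between O and AS, and it drops none of the paper's calls there, as the paper has none. The batch term and leaving out the additional transcripts, chosen in the same way, gave 18 and 25 between O and A and 144 and 144 between O and AS.

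Of 29 loci for genes that the paper places higher in AS or H, 28 changed in that direction, among them all 8 of *unc-54*. Several loci have the same gene name and may share reads, so these are not 29 separate genes. The exception is *ftt-2*, which Fig. 5 places higher in AS and which had a log2 fold change of -0.08 here, smaller than the spread between replicates. Of the loci tabulated under every setting, the paper names several as changed that were not past the limits here. DESeq2 called *hsp-12.2*, *rps-24*, *rpl-27*, *rpl-33*, *glb-1*-like (TRINITY_DN51537_c0_g1_i1_4dedup), *glb-14*-like, *tbb-4*, *vit-6*, *cex-2*-like and *acr-16*-like. The likelihood ratio test called the same apart from *rpl-33* and *acr-16*-like, and the exact test the same apart from these and *cex-2*-like. The replicate block called the genes of DESeq2 apart from *tbb-4* and *acr-16*-like. With the AS and H libraries alone, *hsp-12.2*, *rpl-27*, the same *glb-1*-like transcript, *glb-14*-like, *vit-6*, *cex-2*-like and an *ifb-1* locus (TRINITY_DN83970_c0_g1_i1_9dedup) were called. Total counts called *rpl-27* and *glb-14*-like, as did leaving out AS replicate 2, and *rpl-27* was also called with at least 10 reads in every library and with all 16 libraries. Of the settings chosen after seeing the values, that without A replicates 3 and 5 called *hsp-12.2*, *rps-24*, *rpl-27*, *rpl-33*, *glb-1*-like, *glb-14*-like, *vit-6*, *cex-2*-like and that *ifb-1* locus, and the batch term *hsp-12.2*, *rpl-27*, *glb-1*-like, *glb-14*-like, *vit-6* and that *ifb-1* locus. No setting called the *eef-1A.2* locus of the top 100, the *glb-1*-like transcript of the top 100, another *ifb-1* locus (TRINITY_DN53316_c0_g1_i1_4dedup) or *ftt-2*.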

Other observations

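The comparison of A and AS with O and H was chosen only after the data were seen, as were the tests of mislabelled libraries, of what the distance of the O libraries rests on, of depth in O replicate 6, of the A libraries left out and of the lowest log2TPM.

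The conditions without oxygen (A and AS) were compared with those with oxygen (O and H), which the paper does not report. With a mean per condition in all 16 libraries, edgeR's quasi-likelihood test called 127 of 19093 transcripts, 68 higher without oxygen and 59 higher with it, with 2374 at an unadjusted p under 0.05. As 2 groups, 61 were called (46 and 15). In 58 of all 19093 transcripts, all 7 libraries without oxygen lay on the same side of all 9 with oxygen, which chance gives for 0.0175% of transcripts, and 35 of the 58 were called. The 2 largest rises and falls among the called transcripts without overlap and with at least 10 reads in every library of the higher group, named after their values were seen, were TRINITY_DN79873_c0_g1_i2_9dedup (log2 3.20), TRINITY_DN52369_c0_g1_i11_4dedup (1.88, FDR 1.78e-05), TRINITY_DN54371_c3_g1_i3_4dedup (-4.89, FDR 0.00215) and TRINITY_DN95874_c9_g2_i5_9dedup (-3.48, FDR 0.00154). TRINITY_DN52369_c0_g1_i11_4dedup was at 202 ± 50.9 CPM in A, 231 ± 45.5 in AS, 52.5 ± 12.8 in H and 65.7 ± 8.5 in O (SD, n = 4, 3, 3 and 6). Of 100 drawn splits into 7 and 9 libraries, 6 gave at least the 61 calls of the real split, so chance is not excluded by this count. The other 5, with 938 to 1326 calls, place all 5 libraries with additional transcripts in the same group. That separation as the whole cause is argued against, since 16 transcripts (9 and 7) were called within the 11 libraries without additional transcripts, all of them among the 127, and 141 (126 of them shared) with a batch term. Within these 11 libraries as 2 groups, the real split gave 8 calls and 3 of 100 drawn splits of 462 gave as many, the real one included, so chance is excluded at a share of 0.05 but only narrowly, and the largest count, 37, came from another split (A replicate 1, H replicates 1 and 3 and O replicates 1 and 4). Mislabelled anoxic and oxic libraries among the 5 are argued against, since on a scale from the O and H level (0) to the A and AS level (1) of the 16 transcripts in the 11 others, A replicates 3 and 5 were at 0.94 and 1.16 and O replicates 2, 3 and 5 at 0.0146, 0.155 and 0.0968, a gap of 0.785. These 5 libraries were not used to choose the 16 transcripts. A response to the absence of oxygen is a hypothesis for these transcripts, and for the count in all 16 libraries chance stays open as well.

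The larger mean distance of the O libraries to their own condition (33.2) was 13.1 without the additional transcripts and 15.1 without O replicate 6. The values suggest that the additional transcripts and this library both contribute to the difference, and variation between nematode batches under O stays open as untested.

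O replicate 6 had reads on the fewest transcripts, 17570 at equal depth. At full depth, O replicate 4 had fewer counts (9032241 against 11784320) and yet fewer transcripts without reads (7439 against 10252), which argues against depth. At equal depth, the lowest of the 10 other libraries without additional transcripts had 2042 more, which restates the observation and is no separate test of depth. Among transcripts with mean counts of 0.5 to 5 in the 10 others at that depth, those with reads in O replicate 6 were 0.416 of the median of the 10 others (lowest of these 0.767), while the reads on them were 0.971 of it (lowest 0.856), so the same number of reads fell on fewer transcripts. Fewer distinct molecules in this library may explain this, and how the library was made was not given in the sources used here.

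Leaving out A replicates 3 and 5, which carry the additional transcripts, raised the AS-H calls from 343 to 779 although no AS or H library changed, since the spread is estimated over all libraries of the fit. The coefficient of biological variation was 0.299 without them and 0.324 with them. A batch term for the libraries with additional transcripts alone raised the count to 640, which goes with a difference between these A libraries and the others as the cause. Leaving out A replicate 5 alone gave 820, with replicate 3 still in the fit, and leaving out A replicate 3 alone gave 141, which goes against it, so the explanation stays open. Other pairs left out gave 83 to 720. Why the count rises without A replicate 5 was not tested further, and no biological explanation was tested.

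Of the 1129 transcripts of Data S1 used here, 82 have log2TPM values, and their lowest value in each of 15 libraries was between 5.49 and 6.54. Taken out of the log2 scale and divided by the library total, it was the same in these libraries, which could be matched to the labels, to within a spread of 0.000684%. The values are consistent with an offset that grows with the library total, in which case low log2TPM values would differ between libraries by depth. The fourth A column of that table was left out, because its library number is not among the labels.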
